# Next Generation Sequencing Reveals the Expression of a Unique miRNA Profile in Response to a Gram-Positive Bacterial Infection

**DOI:** 10.1371/journal.pone.0057543

**Published:** 2013-03-05

**Authors:** Nathan Lawless, Amir B. K. Foroushani, Matthew S. McCabe, Cliona O’Farrelly, David J. Lynn

## Abstract

MicroRNAs (miRNAs) are short, non-coding RNAs, which post-transcriptionally regulate gene expression and are proposed to play a key role in the regulation of innate and adaptive immunity. Here, we report a next generation sequencing (NGS) approach profiling the expression of miRNAs in primary bovine mammary epithelial cells (BMEs) at 1, 2, 4 and 6 hours post-infection with *Streptococcus uberis*, a causative agent of bovine mastitis. Analysing over 450 million sequencing reads, we found that 20% of the approximately 1,300 currently known bovine miRNAs are expressed in unchallenged BMEs. We also identified the expression of more than 20 potentially novel bovine miRNAs. There is, however, a significant dynamic range in the expression of known miRNAs. The top 10 highly expressed miRNAs account for >80% of all aligned reads, with the remaining miRNAs showing much lower expression. Twenty-one miRNAs were identified as significantly differentially expressed post-infection with *S. uberis*. Several of these miRNAs have characterised roles in the immune systems of other species. This miRNA response to the Gram-positive *S. uberis* is markedly different, however, to lipopolysaccharide (LPS) induced miRNA expression. Of 145 miRNAs identified in the literature as being LPS responsive, only 9 were also differentially expressed in response to *S. uberis*. Computational analysis has also revealed that the predicted target genes of miRNAs, which are down-regulated in BMEs following *S. uberis* infection, are statistically enriched for roles in innate immunity. This suggests that miRNAs, which potentially act as central regulators of gene expression responses to a Gram-positive bacterial infection, may significantly regulate the sentinel capacity of mammary epithelial cells to mobilise the innate immune system.

## Introduction

MicroRNAs (miRNAs) are an abundant class of highly conserved, small (19–24 nt long), non-coding, double-stranded RNA molecules. They act as post-transcriptional regulators of gene expression, altering mRNA stability and translation efficiency by hybridizing to the 3′ untranslated regions (UTRs) of certain subsets of mRNAs (collectively as many as 60% of all mRNA transcripts) [1]. Since their initial discovery in *Caenorhabditis elegans* in 1993 [2], researchers have gained much insight into the prevalence of miRNAs in other species. The latest miRBase database (release 19) contains 21,264 precursor miRNAs, expressing 25,141 mature miRNA products, in 193 species [3].

miRNAs have been shown to play key roles in the regulation of innate and adaptive immunity in humans and mice [4]. miR-146a, for example, regulates the innate immune response to bacterial infection, targeting TNF receptor-associated factor 6 (TRAF6) and Interleukin-1 receptor-associated kinase 1 (IRAK1) [5], while miR-150 regulates the production of mature B cells [6]. Studies elucidating the regulatory roles of miRNAs in bovine infection and immunity, however, are more limited. Bovine miRNAs have been shown to be expressed in a wide range of tissues, including immune-related ones [7], , but only a handful of studies have investigated how the expression of bovine miRNAs are altered in response to infection. A recent RT-qPCR study, for example, highlighted the differential expression of five inflammation related miRNAs (miR-9, miR-125b, miR-155, miR-146a and miR-223) in response to *E. coli* lipopolysaccharide (LPS) and *S. aureus* enterotoxin B stimulation of bovine monocytes [10]. Two other recent studies have used a similar approach to identify several miRNAs that were differentially expressed in the mammary gland tissue of cattle with mastitis [11], [12]. These and other studies suggest roles for individual miRNAs in regulating bovine immunity, however, according to Ensembl v66 [13], [14] there are over 1,300 annotated miRNAs in the bovine genome. Therefore, studies which adopt genome-wide approaches are required to gain greater insight into the repertoire of bovine miRNAs involved in immunity and infection.

Although microarray technologies to profile miRNA expression have been around for some time [15], next generation sequencing (NGS) based technologies are revolutionising the field and provide the opportunity to profile the expression of known miRNAs with discriminating resolution and accuracy, and also to identify novel miRNAs [16]. Furthermore, these technologies allow one to differentiate between the expression of alternative mature miRNAs from the same precursor and to identify the differential expression of miRNA isomiRs [17]. To date, a limited number of studies have applied these approaches to profile miRNAs in different bovine tissues [18], [19], [20] and only one study has used an NGS approach to investigate the expression of bovine miRNAs in response to infection [21].

In this study, we implemented a NGS approach to profile the expression of bovine miRNAs at multiple time-points in primary mammary epithelial cells infected *in vitro* with *Streptococcus uberis*, a causative agent of bovine mastitis. This inflammatory disease of the mammary gland has significant economic impact on the global dairy industry [22]–[23]. To the best of our knowledge, this study represents the most comprehensive NGS study to date that profiles the host miRNA response to infection, in any species. In comparison to previous studies, we have sequenced un-pooled miRNA libraries to a previously unprecedented sequencing depth from multiple replicates and controls across multiple time-points, allowing us to explore the statistically significant temporal changes in miRNA expression in response to infection.

## Materials and Methods

### Bovine Mammary Epithelial Cell Culture

Primary bovine mammary epithelial cells, which had been isolated from mammary parenchyma, were purchased from AvantiCell (AvantiCell Science Ltd., Ayr, UK) [24], [25]. The source animal was in her third trimester of first pregnancy, was aged between 26–30 months, and was negative for bovine viral diarrhoea and Bovine spongiform encephalopathy. Cells were plated (seed density of 1×10^6^) directly onto collagen coated plastic flasks (Greiner-Bio-One GmbH, Frickenhausen, Germany) and immersed in AvantiCell medium – (199/Ham’s F12 (50∶50) pH 7.4 containing 5% (v/v) horse serum, 5% (v/v) fetal bovine serum, 5 µg/ml bovine insulin, 1 µg/ml hydrocortisone, 3 µg/ml cortisol, 10 ng/ml epidermal growth factor (EGF), 2 mM sodium acetate, 10 mM Hepes, U/ml penicillin/streptomycin and single strength Fungizone™).

Media was initially replaced after 48 h. Cells were split twice (75 cm^2^ and 175 cm^2^) and were then seeded at a concentration of 1.8×10^5^ cells/well into collagen coated 6-well plates. Media was then changed after 24 h, and cells were inspected under microscopy for confluence. Cells were harvested by washing with Hanks Balanced Salt Solution (HBSS) pH 7.4 and treated with 4 ml of 0.25% trypsin for approximately 5 min at 37°C. An equal volume of medium to trypsin (1∶1) neutralised trypsin.

### Infection of Cells with *Streptococcus uberis* 0140J

*Streptococcus uberis* 0140J was purchased from the American Type Culture Collection (ATCC), Virginia, USA (Cat# BAA-854). *S. uberis* 0140J was first isolated in milk obtained from a clinical case of bovine mastitis in the United Kingdom in 1972. *S. uberis* was cultured as per ATCC instructions. BMEs were challenged with *S. uberis* 0140J at a multiplicity of infection (MOI) of 50, over a time course of 1, 2, 4, & 6 h. Three replicates were infected at each time point and three replicate uninfected controls were also maintained for each time point.

### miRNA Extraction

Total RNA and small RNA was extracted from each of the 24 samples using the mirVana™ miRNA Isolation Kit (Life Technologies, Carlsbad, CA, USA). Procedures were performed according to the manufacturer’s protocol. Briefly, cells were lysed using 500 µl lysis/binding solution directly on a culture plate. 50 µl of miRNA homogenate was added; solution was mixed by vortexing and left on ice for 10 min. 500 µl of acid-phenol chloroform was added and solution was mixed by vortexing for ∼60 sec. The solution was then centrifuged for 5 min at 10,000×g at room temperature to separate phases. Aqueous phase was removed and transferred to a separate tube. 1/3 volume of 100% ethanol was added to the aqueous phase and mixed by vortexing. Samples were passed through a filter cartridge (glass-fiber filter) by centrifuge for ∼30 sec at 10,000×g. The filtrate was collected (residue on filter contained RNA <200 nt, was retained for later use) and 2/3 volume 100% ethanol was added and mixed by vortexing. Filtrate was passed through a second filter cartridge by centrifuge for ∼30 sec at 10,000×g. The flow through was discarded, and the filter was washed with 700 µl wash solution 1 and 500 µl wash solution 2 (twice). After discarding all flow through after each step, the filter was centrifuged for a further 1 min. 50 µl of pre-heated (95°C) nuclease free water was applied to the filter for 1 min, and the filter was centrifuged for 30 sec. Eluate was collected and stored at −80°C. Total RNA integrity was measured by the Agilent RNA 6000 Nano Kit using the 2100 Bioanalyzer (Agilent Technologies, Colorado Springs, CO, USA). The Agilent Small RNA Kit (Agilent Technologies) was used to quantify miRNA.

### Small RNAseq Library Preparation and Sequencing

Twenty-four indexed miRNA libraries were prepared using the ScriptMiner™ Small RNAseq Library Preparation Kit (Epicentre, Madison, WI, USA). Procedures were performed according to the manufacturer’s protocol. Briefly, a 3′-tagging sequence was added to the 3′- end of the RNA followed by treatment with a degradase enzyme to reduce excess 3′ adaptor oligo. A tagging sequence was then added to the 5′- end of the RNA. The RNA, now tagged at both ends (di-tagged), was purified using the Zymogen RNA Clean and Concentrator (Zymogen, Irvine, CA, USA). The di-tagged RNA was then reverse transcribed into cDNA, and the remaining RNA was removed using RNase. The PCR step used by the ScriptMiner™ kit, is a two stage process, firstly an analytical PCR step was carried out to optimise the number of cycles necessary for amplification. Once this was determined, the libraries were amplified and adaptors were added. Size fractionation of the miRNA libraries to separate them from adapter dimers was achieved by electrophoresis on an 8% TBE polyacrylamide gel (Life Technologies, Carlsbad, CA, USA) (1.00 mm×10 well). The libraries were then purified from the gel and the Agilent High Sensitivity DNA Kit (Agilent Technologies, Colorado Springs, CO, USA) was used to quantify the molarity and size of finished miRNA-seq libraries. miRNA libraries were randomised across three lanes of a flowcell, with eight indexed samples on each lane. Libraries were sequenced on an Illumina HiSeq 2000 by the Norwegian Sequencing Centre with TruSeq v3 reagents. Fastq files were produced using the CASAVA pipeline v1.8.2. Barcodes (indexes) and adaptor sequences for multiplexed samples are provided (Table S1).

### Small RNAseq Analysis

Preliminary quality control analysis of the 24 fastq files was carried out with FASTQC software v0.10.0 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Cutadapt v1.1 (http://www.cutadapt/) was then used to trim 3′ adaptor sequences. Reads which were shorter than 18 nucleotides after trimming were discarded. Trimmed reads were then further filtered using the fastq quality filter (http://hannonlab.cshl.edu/fastx_toolkit/) v0.0.13. Reads where at least 50% of the bases had a Phred score <20 were removed [26]. Finally, reads passing all the above filters were also trimmed at their ends to remove low quality bases (Phred score <20). Reads which successfully passed filtering were aligned to the bovine genome (UMD3.1) using novoalign version 2.07.11 (http://www.novocraft.com) using the “-m” miRNA mode. Reads that did not uniquely align to the genome were discarded. HTSeq version 0.5.3p3 (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) using the union model was used to assign uniquely aligned reads to Ensembl (v66) bovine gene and miRNA annotation (separately).

miRNAseq fastq files have been submitted to the NCBI Gene Expression Omnibus (GEO) database [27] with experiment series accession number GSE41278.

### Differential Expression Analysis

Prior to assessing differential expression, count data were first normalised across libraries using either the trimmed mean of M-values (TMM) normalisation method [28] or upper-quantile normalisation [29]. Differential expression analysis of miRNAseq data has been shown to be sensitive to the normalisation approach implemented [30]. To address this issue, we identified differentially expressed miRNAs in three alternatively normalised datasets; TMM-normalised, upper-quantile normalised and no normalisation. Only miRNAs which were identified as differentially expressed across all three datasets were considered further i.e. the differential expression of these miRNAs was robust to the normalisation procedure. As an aside, we found that the two different normalisation approaches resulted in very similar miRNAs being detected as differentially expressed.

The R (version 2.14.1) Bioconductor package EdgeR (v2.4.6) [28], which uses a negative binomial distribution model to account for both biological and technical variability was applied to identify statistically significant differentially expressed miRNAs. Only miRNAs that had at least 1 count per million in at least 3 samples were analysed for evidence of differential gene expression. The analysis was undertaken using moderated tagwise dispersions. Differentially expressed miRNAs were defined as having a Benjamini and Hochberg [31] corrected P value of <0.05.

### Novel miRNA Discovery

In addition to profiling the expression of known miRNAs, miRNAseq data can also be used to identify the expression of potentially novel miRNAs. To do this, miRNAseq data from this study was analysed using the software package miRDeep2 v0.0.5 [32]. The miRDeep2 algorithm mines high-throughput sequencing data for the presence of multiple sequenced RNAs corresponding to predicted miRNA hairpin structures in the genome. It then uses Bayesian statistics to score the fit of sequenced RNAs to the biological model of miRNA biogenesis. MiRDeep2 predicted a large number of potentially novel miRNAs from our miRNAseq data. We further parsed this data using a number of different parameters to identify those novel miRNAs that have the highest likelihood of being true positives. Specifically, we identified those predictions where both the mature and star stands were expressed with a minimum of 5 reads each; where miRDeep2 predicted that the miRNA had >90% probability of being a true positive; where the hairpin structure had a significant Randfold p-value and where the novel miRNA was independently predicted in two or more different miRNAseq samples.

Customised Perl scripts were also written in house to examine the miRDeep2 output for the presence of miRNA isomiRs. These scripts were used to identify isomiRs that were expressed at a level of at least 100 reads and to identify cases where the expression of the isomiR was higher than the expression of the miRBase consensus mature sequence. Furthermore, we identified whether isomiRs were modified at the 5′ or 3′ ends (first and last 5 nucleotides). IsomiRs with >1 mismatch to the reference sequence were excluded from the analysis.

### miRNA Target Predictions

Target genes that are potentially regulated by differentially expressed miRNAs were predicted using the consensus of two computational approaches, miRanda v3.3a [33] and TargetScan v6.2 [34], [35], [36]. Given the high false positive rates for miRNA target prediction, we identified only those potential target genes that were predicted by both methods. More specifically, we first established a broad pool of potential targets by applying miRanda to bovine mature miRNA (miRBase v18) and cDNA sequences (UMD3.1, Ensembl v66) under default threshold settings. This resulted in the prediction of thousands of possible target genes per differentially expressed miRNA. To narrow down this pool of potential targets, we used TargetScan to independently identify conserved targets with a PCT-score above 0.9 and/or non-conserved targets with a context+ score above 90%. Target genes that were not corroborated by one of the two methods were discarded. Pathway analysis of predicted gene targets was undertaken using the SIGORA R package (http://cran.r-project.org/web/packages/sigora/index.html) with KEGG pathway annotations [37]. Genes that have an annotated role in innate immunity were identified using www.innatedb.com [38], a curated database of innate immunity genes, pathways and molecular interactions.

## Results

### Isolation of Small RNA from Bovine Mammary Epithelial Cells

Small RNA was isolated for NGS sequencing from *S. uberis* infected primary bovine mammary epithelial cells at 1, 2, 4 and 6 hours post-infection (hpi) (n = 3 infected and n = 3 controls at each time-point). 

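The values analysed here came from 24 libraries, 3 from cells given *S. uberis* 0140J (50 bacteria per cell) and 3 from uninfected cells at each of 4 time points. The authors trimmed adaptors, discarded short and low-quality reads, aligned the rest to UMD3.1 with novoalign, kept unique alignments and assigned them to the Ensembl v66 miRNA genes with HTSeq. The deposited table lists 1153 miRNA genes by Ensembl identifier in CPM (reads per 1000000 reads on miRNAs, the tpm of the paper), and each library sums to 1000000 CPM. Every value is a whole multiple of 1 step per library to within 0.1 of a read, so whole reads were recovered for 100% of the values. The reads assigned to miRNAs numbered between 633670 and 13811789 per library, with a median of 3481174. By group the reads ranged, with the median in brackets, from 1471788 to 4416007 (2298300) in control and 3613652 to 13063387 (4640967) in infected libraries at 1 hpi, and from 633670 to 3823684 (2362630) and 2585223 to 3541638 (3149005) at 2 hpi. They ranged from 2642691 to 3420710 (3195293) in control and 3242825 to 3737421 (3564804) in infected libraries at 4 hpi, and from 2233570 to 3631611 (2543420) and 6900745 to 13811789 (8036734) at 6 hpi. A single read is therefore worth 1.58 CPM in the shallowest library and 0.0724 CPM in the deepest, and these limits cover counting error only. The table carries no miRNA names. Names were joined to the identifiers through the averages of Table S3, of which 276 of 276 matched the mean over the 24 libraries of exactly 1 identifier to 6 digits, and the 9 entries that Table S3 lists by Ensembl identifier all matched that identifier. Because only unique alignments were kept, values of miRNAs with near-identical copies, such as the copies of mir-24, mir-26a, mir-29b, mir-125b and mir-128, are uncertain. Differential expression was tested with limma on log2(CPM + 0.5) for the 317 miRNAs with at least 1 CPM in at least 3 libraries. All 8 groups shared 1 estimate of the spread, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Fold changes are on the log2(CPM + 0.5) scale, which understates changes of low miRNAs. As tested on simulated data for the 6 hpi comparison with 316 miRNAs, limma recovered 56.9% of miRNAs changed by a log2 fold change of 1, and 92.3% of those above 10 CPM. At a log2 fold change of 0.5, with 317 miRNAs tested, it recovered 14.7%, and 25.8% of those above 10 CPM, so limma misses most changes of that size. DESeq2 recovered 31.2% of them and 53.2% above 10 CPM, edgeR's quasi-likelihood test 19.3% and 33.9%, and its exact test 20.2% and 32.3%. In these simulated data 116 of 316 tested miRNAs were changed by 1, and 109 of 317 by 0.5. So large a changed share makes the adjusted threshold easier to pass, and no flow cell difference was simulated. Recovery in the real comparison may therefore be lower.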

Total RNA and small RNA were examined for quantity and integrity in each of the 24 samples (Table S2). Total RNA was assessed to be of high quality based on both Bioanalyzer and 28S/18S analysis. RNA integrity numbers (RIN) for total RNA were >8 for each sample. The concentration of miRNA in each sample was also assessed (Table S2). Sufficient quantities were present to proceed with RNAseq library preparation.

### High-throughput Sequencing of Small RNA Libraries Prepared from Bovine Mammary Epithelial Cells

Small RNA libraries were prepared from size selected RNA (<200 nucleotides). Libraries were prepared using the ScriptMiner™ protocol with indexing before cluster generation, sequencing and imaging on an Illumina Hiseq 2000. 

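By the sequencing records of Table S1, the paper's own, 20 of the 24 libraries were sequenced on 3 lanes of 1 flow cell and 4 on a single lane of a second flow cell, after a separate library preparation. The second flow cell held all 3 infected 6 hpi libraries, replicate 3 of the infected 1 hpi libraries and 0 controls. Its libraries had a median of 10550061 reads on miRNAs, against 3219059 for the first flow cell. At 4 hpi each of the 3 lanes held 1 infected and 1 control library. The infected 6 hpi group can be set apart from the second flow cell only through the 1 infected 1 hpi library sequenced there.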

Samples were randomly multiplexed over 3 flowcell lanes for sequencing. Sequencing of small RNA libraries yielded more than 450 million raw sequence reads from mammary epithelial cells. Following a pipeline of adaptor removal, quality filtering and the removal of sequences that were too short, more than 213 million reads were retained for further analysis (78,604,161 and 134,850,887 for control and infected replicates, respectively). These filtered reads were then aligned to the reference *Bos taurus* UMD 3.1 genome. Over 116 million reads aligned uniquely to the genome (Table S1). 

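The values analysed here account for 102561564 reads on miRNAs, 32673374 in the 12 control libraries and 69888190 in the 12 infected libraries. They make up 88.2% of the 116253602 uniquely aligned reads that Table S1 gives in all. Of the 1153 miRNA genes listed, 562 had a read in at least 1 library and 591 were at 0 in all 24.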

Reads that aligned to more than one position in the genome were discarded. Uniquely aligning reads were then assigned to known miRNAs using HTseq (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) based on Ensembl v66 [13], [14] annotation of the bovine genome.

### Repertoire of RNA Species in Small RNA Libraries

The proportion of reads (averaged across 24 samples) uniquely aligning to different RNA biotypes demonstrates that miRNAs are the dominant ncRNA species sequenced in our small RNA libraries (Figure 1). The vast majority (>90%) of reads that align uniquely to known ncRNAs align to known miRNAs. 

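The deposited table covers miRNAs, so for the other biotypes no value was computed here. The share of uniquely aligned reads (the totals of Table S1) that was assigned to miRNAs ranged from 83.9% to 91.3% across the 24 libraries. At 1 hpi it was 90.3% ± 1.07 (SD, n = 3) in infected and 89.1% ± 0.848 (SD, n = 3) in control libraries. The infected and control means differed by 1.78 percentage points at 2 hpi, 0.376 at 4 hpi and 0.43 at 6 hpi. Exact two-sided permutation tests gave p = 0.2, 0.5, 0.9 and 0.8 at 1, 2, 4 and 6 hpi, where 0.1 is the smallest p that 3 libraries against 3 allow.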

There was no significant difference in the proportion of reads aligning to different RNA biotypes in the infected and control samples. The majority of the remaining reads primarily mapped to snoRNAs (Figure 1) [20]. Although the vast majority of reads align to known bovine ncRNAs, a low density of reads can be observed along each chromosome (Figure S1). These possibly represent mRNA degradation products.

**Figure 1:**
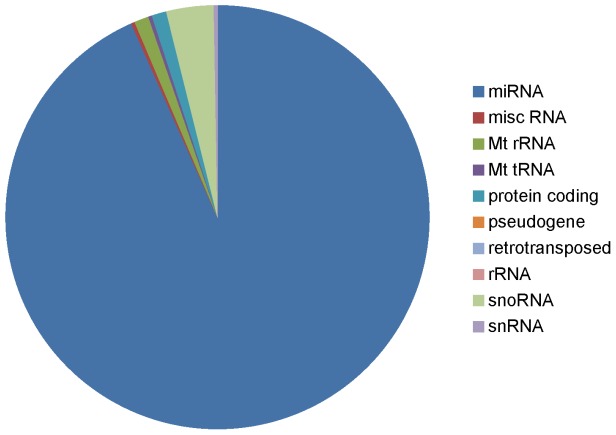
The proportion of reads aligning uniquely to bovine ncRNAs (averaged across 24 samples). The vast majority of reads aligned to known miRNAs.

### The Expression of miRNAs in Primary Bovine Mammary Epithelial Cells

To characterise the bovine mammary epithelial cell microRNome, miRNAs that were expressed at an appreciable level (based on mapped read counts in tags per million sequenced (tpm)) were identified. 276 miRNAs had a count of greater than 1 tpm (Table S3). Of these, 114 miRNAs were expressed at a level >100 tpm. 

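Averaged over the 12 control libraries, 275 miRNAs were above 1 CPM, and 229 of them exceeded it in every control library. The mean over all 24 libraries also gave 275. The counts from the 3 controls of a single time point ranged from 272 at 4 hpi to 278 at 1 hpi. The lowest average in Table S3 is 0.958, the paper's value, and 275 of its 276 averages are above 1.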

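Over the 12 controls, 114 miRNAs had a mean above 100 CPM, and 106 were above it in every control library. The mean over all 24 libraries gave 114 as well, with 112 miRNAs shared between both sets.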

To determine whether these miRNAs were expressed from related genomic regions, we examined all miRNAs with >100 tpm for genomic clustering (Figure 2). 

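The genomic order of the miRNAs with a mean above 100 CPM was examined by name in the RefSeq annotation of ARS-UCD2.0, a later assembly than the one the reads were aligned to. Of the 114 miRNAs, 108 (94.7%) were found by name among its 1032 bovine miRNA genes. They lay on 23 of 31 chromosome entries. Chromosome X held 14 of them (18.4% of its 76 miRNA genes) and chromosome 8 held 8 (19.1% of its 42). Counting miRNA genes that follow each other on a chromosome, 33 neighbouring pairs had both members above 100 CPM, against 10.9 ± 2.99 (SD) when the labels were permuted among all miRNA genes 10000 times (one-sided permutation p = 0.0001, the smallest that 10000 permutations give). With the labels permuted only among the 255 genes listed in Table S3, the permuted count was 18.4 ± 3.46 (SD) and p was again 0.0001. The distribution over chromosomes gave a permutation p of 0.033. Each of these tests was chosen after the values had been seen.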

There was no evidence of a substantial genomic bias from which these miRNAs were encoded.

**Figure 2:**
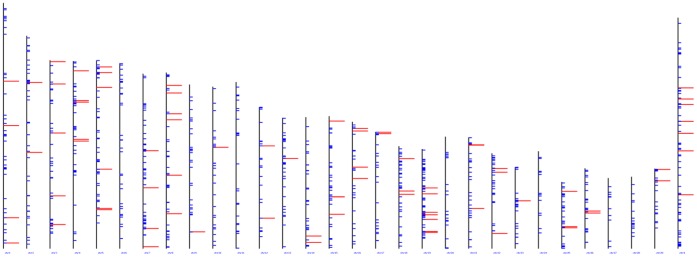
The genomic position of bovine mammary epithelial cell expressed miRNAs with >100 tpm (red). The position of other annotated bovine miRNAs is shown (blue).

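The 10 miRNAs with the highest mean over the 12 controls took 83.7% ± 0.936 (SD, n = 12) of the reads on miRNAs in these libraries. Across all 24 libraries their share ranged from 81.7% to 85.9%. At 4 hpi it was 84.7% ± 0.383 (SD, n = 3) in infected and 83.2% ± 0.198 (SD, n = 3) in control libraries, and at 6 hpi 81.9% ± 0.207 against 83.0% ± 0.629 (SD, n = 3 each). In exact two-sided permutation tests these differences had p = 0.1 (adjusted p = 0.2 over the 4 time points), and those at 1 and 2 hpi had p = 0.6 and 0.8, where 3 libraries against 3 give no p under 0.1.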

The top 10 highly expressed miRNAs, which accounted for >80% of all aligned reads (Figure 3), were evolutionarily conserved across multiple species. These miRNAs represent seven different miRNA families; miR-let-7 (bta-let-7i & bta-miR-3596), miR-21 (bta-miR-21), miR-27 (bta-miR-27a & bta-miR-27b), miR-28 (bta-miR-151), miR-184 (bta-miR-184), miR-200 (bta-miR-200a & bta-miR-200b), and miR-205 (bta-miR-205). Many of these miRNAs have been shown to have pleiotropic roles in other species (Table 1). miR-21 and miR-205, have been shown to have role in cancer, regulating tumour suppressor genes such as VEGF-A and TGFI-R2 [39], [40], [41], [42].

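In the 12 control libraries bta-mir-21 (ENSBTAG00000029897) took 50.1% ± 3.96 (SD, n = 12) of the reads on miRNAs and bta-mir-184 (ENSBTAG00000036380) 11.0% ± 2.53. bta-mir-27a followed with 6.37% ± 1.30, bta-mir-205 with 3.92% ± 1.02, bta-mir-200a with 3.03% ± 0.549 and bta-mir-200b with 2.55% ± 0.306. bta-mir-27b had 1.94% ± 0.124, bta-let-7i 1.75% ± 0.288, bta-mir-151 1.57% ± 0.132 and bta-mir-3596 1.5% ± 0.350 (SD, n = 12 each). In the RefSeq annotation of ARS-UCD2.0 the gene of bta-mir-3596 overlaps that of bta-let-7b, so its value is uncertain.

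**Figure D1:**
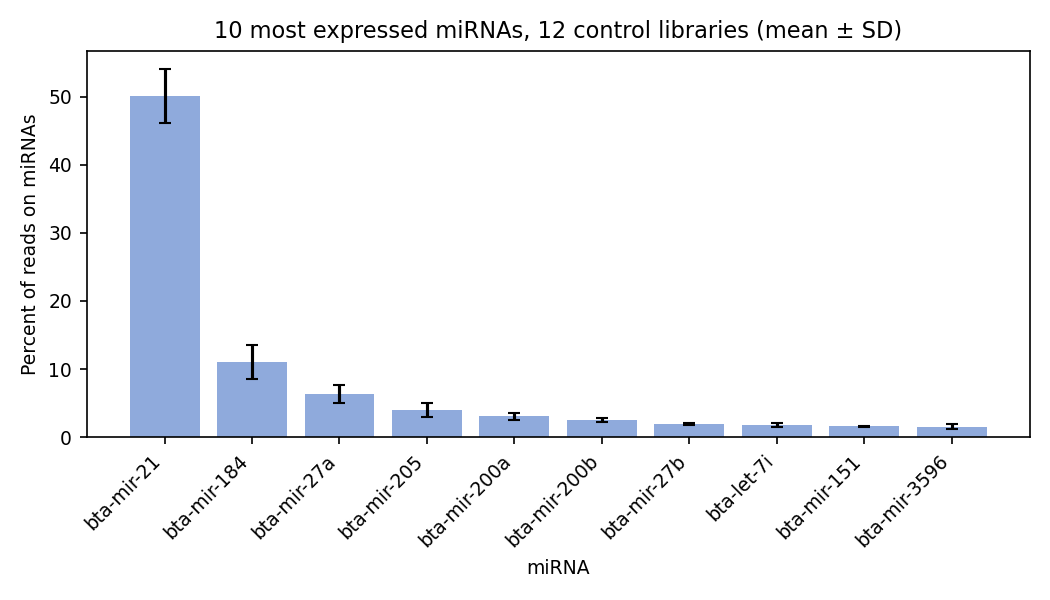
Share of the reads on miRNAs taken by each of the 10 most expressed miRNAs, in percent, as the mean and SD (error bars) over the 12 control libraries. bta-mir-21 takes 50.1% and the tenth miRNA 1.5%.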

**Figure 3:**
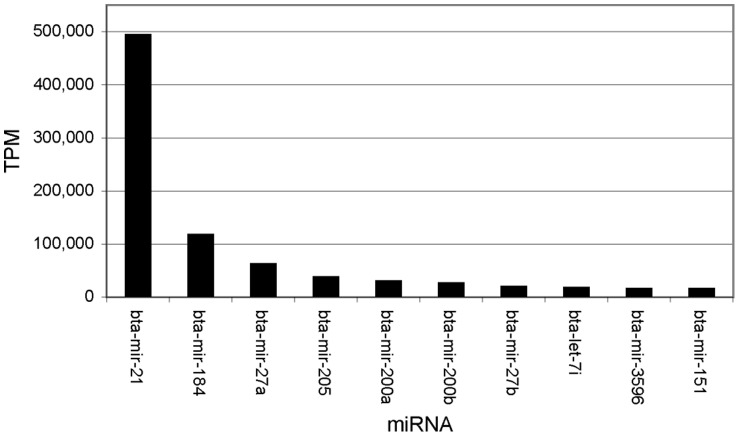
The top 10 most highly expressed miRNAs is bovine mammary epithelial cells.

**Table 1:** Highly expressed miRNAs in bovine mammary epithelial cells have been shown to have pleiotropic functions in other species.

miRNA	Species	Tissue	Target	Function	Reference
miR-21	Human	Monocytes	CAMP/DEFB4A	Immune	[45]
miR-21	Human	Colon Cancer Cell	TGFI-R2	Cancer	[42]
miR-184	Human	HeLa/HEK	SHIP2	Immune	[46]
miR-205	Human	MCF-7, MDA-MB-231, MDA-MB-453 and MDA-MB-468 cells	VEGF-A	Cancer	[39]–[40]
miR-27b	Human	Monocytes	PPARgamma	Immune	[43]

Of particular interest to our study is the fact that several of the most highly expressed miRNAs in BMEs have been shown to have a role in immunity. miR-27b, for example, has been shown to negatively regulate the mRNA stability of peroxisome proliferator-activated receptor gamma (PPARgamma), a transcriptional regulator of the inflammatory response [43]. Interestingly, miR-27b has also been found to be degraded by a viral transcript in lytic murine cytomegalovirus (MCMV) infection, further highlighting its role in immunity [44]. miR-21 has also recently been shown to be the most highly expressed miRNA in *Mycobacterium leprae* infected monocytes and to negatively regulate the Vitamin D-dependent antimicrobial pathway [45]. Evidence from previous studies also suggests that highly expressed miRNAs in BMEs may also regulate each other. miR-184, for example, has been demonstrated to antagonise miR-205 to maintain SHIP2 levels in epithelia [46].

### Multiple miRNAs are Differentially Expressed in Response to *S. uberis* Infection

Once we had characterised which miRNAs were expressed in unchallenged bovine mammary epithelial cells, we then utilised the EdgeR statistical package [28] to determine which miRNAs were significantly differentially expressed in response to *S. uberis* infection at 1, 2, 4 and 6 hpi. It has been suggested that differential expression analysis of miRNAseq is sensitive to the normalisation approach implemented [30]. To address this issue, we identified differentially expressed miRNAs in three alternatively normalised datasets; TMM-normalised [29], upper-quantile normalised and no normalisation. Only miRNAs which were identified as differentially expressed across all three datasets were considered as significantly differentially expressed i.e. the differential expression of these miRNAs was robust to the normalisation procedure. 

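With the CPM values scaled by TMM or by the upper quartile before the limma test, both scalings called the same 1 miRNA at 2 hpi and the same 2 at 6 hpi, and 0 at 1 and at 4 hpi. Across the 317 miRNAs, which are not independent replicates, the log2 fold changes under both scalings correlated with r between 0.9996 and 0.9999 and differed by at most 0.0558. Without scaling, 3 miRNAs were called at 2 hpi and 3 at 6 hpi. In edgeR's exact test with tagwise dispersions on the recovered reads of the 6 libraries of a time point, TMM called 4 miRNAs at 4 hpi and the upper quartile 1, with 1 shared. At 6 hpi they called 22 and 21, of which 18 were shared.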

We found that the two different normalisation approaches actually resulted in very similar miRNAs being detected as differentially expressed.

Fifteen different miRNAs were identified as being significantly up-regulated in response to the *S. uberis* challenge. 

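At 1 hpi limma called 0 of 317 miRNAs, and 13 had an unadjusted p under 0.05. The smallest adjusted p was 0.80. edgeR's quasi-likelihood test, DESeq2 and edgeR's exact test under 3 scalings, each on the recovered reads, also called 0. The infected and control libraries did not overlap for 30 miRNAs (9.46%), where 10% is the share chance gives for 3 against 3.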

No miRNAs were identified as differentially expressed at 1 hpi. At 2 hpi, 2 miRNAs, bta-mir-29e and bta-mir-708, were found to be up-regulated (Figure 4). bta-mir-29e was subsequently observed to be down-regulated at 6hpi. 

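bta-mir-708 (ENSBTAG00000036438) had 101 ± 8.30 CPM (SD, n = 3) in infected and 38.0 ± 13.8 CPM (SD, n = 3) in control libraries at 2 hpi. Its log2 fold change was 1.46 (SE 0.21, adjusted p = 7.0e-05 from limma with Benjamini-Hochberg adjustment), and it stayed between 1.16 and 1.71 with each of the 6 libraries left out in turn. In the 6 libraries of 2 hpi alone limma called 0 miRNAs, the alternative that moved the count of 2 hpi most. bta-mir-29e (ENSBTAG00000036365) had 71.0 ± 82.0 CPM in infected and 14.4 ± 4.32 CPM in control libraries at 2 hpi (SD, n = 3 each), a log2 fold change of 1.67 (SE 1.16, adjusted p = 0.64). At 6 hpi it had 12.0 ± 1.78 CPM in infected and 158 ± 123 CPM in control libraries (SD, n = 3 each), a log2 fold change of -3.04 (SE 1.16, adjusted p = 0.34). Its values followed the sequencing lane. In the 7 libraries of lane 6 it lay between 128.4 and 259 CPM, and in the 17 others it was at most 24.1 CPM. Only 1 of the 6 libraries at 2 hpi, an infected one, was on lane 6, as were 2 of the 3 controls at 6 hpi. With flow cell and lane in the fit, the log2 fold change of bta-mir-29e was 0.61 (SE 0.30) at 2 hpi and -0.74 (SE 0.53) at 6 hpi, and that of bta-mir-708 at 2 hpi was 1.40 (SE 0.20). limma also called bta-mir-1249 (log2 fold change 0.84, SE 0.20) and bta-mir-345 (0.62, SE 0.15) higher at 2 hpi, each with an adjusted p of 0.049. Neither was called with TMM scaling or by edgeR or DESeq2 on the recovered reads.

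**Figure D2:**
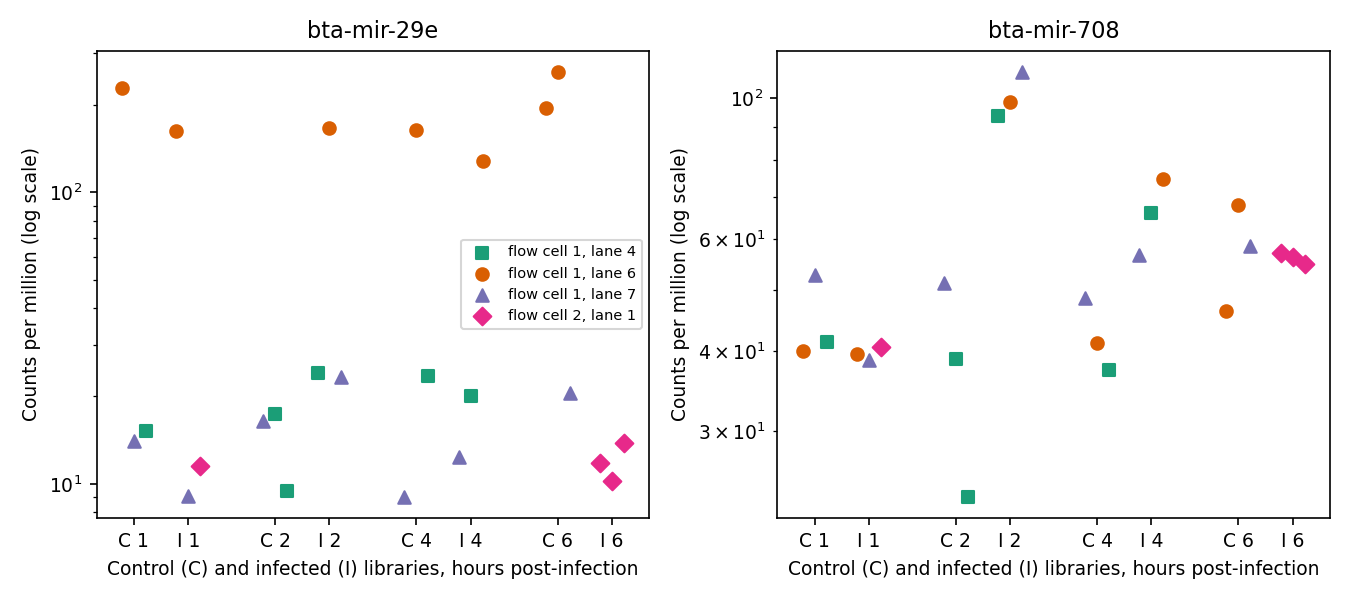
CPM of bta-mir-29e and bta-mir-708 in each of the 24 libraries, on a log scale, by time point and treatment, with 1 point per library and a marker for each lane. The 7 libraries of lane 6 lie between 128.4 and 259 CPM for bta-mir-29e, above the 17 others, and the 3 infected libraries at 2 hpi lie above the controls for bta-mir-708.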

At 4 hpi, bta-let-7b and bta-miR-98 were up-regulated (Figure 5). Additionally, bta-miR-let-7c and bta-miR-708 were observed to be up-regulated at 4 hpi when the miRNAseq count data were normalised (both methods), but this was not observed in the un-normalised data. 

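bta-mir-98 had 583 ± 26.8 CPM in infected and 473 ± 16.3 CPM in control libraries at 4 hpi (SD, n = 3 each), a log2 fold change of 0.30 (SE 0.10, adjusted p = 0.55). At this time point limma called 0 of 317 miRNAs, with 22 at an unadjusted p under 0.05. On the recovered reads edgeR's quasi-likelihood test called 0 and DESeq2 called 2, bta-mir-98 and bta-mir-708. edgeR's exact test under 3 scalings called 1, bta-mir-3596. limma on the 6 libraries of 4 hpi alone moved the count most, to 6. Table S3 lists no bta-let-7b, so it has no value here. Infected and control libraries did not overlap for 55 miRNAs (17.4%), where chance gives 10%. Adjusted over the list alone, 4 of the 6 listed miRNAs that the paper names at 4 hpi passed the threshold, but the paper chose that list on these libraries, so this is not independent evidence.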

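At 4 hpi bta-let-7c had 770 ± 83.9 CPM in infected and 606 ± 108 CPM in control libraries, and bta-mir-708 had 65.8 ± 8.99 CPM against 42.4 ± 5.62 CPM (SD, n = 3 each). Their log2 fold changes were 0.36 (SE 0.18, adjusted p = 0.76) and 0.63 (SE 0.21, adjusted p = 0.55). For both, every infected library lay above every control library. edgeR's exact test called bta-let-7c with TMM only.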

At 6 hpi, 12 miRNAs were found to be up-regulated (Figure 6), including bta-let-7b, which was also up-regulated at 4 hpi.

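Of the 12 miRNAs, 11 are listed in Table S3, and all 11 had higher values in each infected library than in each control library at 6 hpi. The log2 fold changes lay between 0.38 and 0.80 for 10 of them. That of bta-mir-2342 was 1.63, but it had at most 1 read in each control library and 12 to 18 in each infected one, so the pseudocount sets its size (2.73 with 0.1 and 0.37 with 5). limma called bta-let-7d (ENSBTAG00000029853), with 877 ± 27.3 CPM in infected and 592 ± 23.7 CPM in control libraries (SD, n = 3 each) and a log2 fold change of 0.57 (SE 0.10, adjusted p = 0.0020). It also called bta-mir-200c, with 11775 ± 168 CPM against 8842 ± 366 CPM (SD, n = 3 each) and a log2 fold change of 0.41 (SE 0.10, adjusted p = 0.036), though not with any of the 6 libraries left out. The other 9 had adjusted p-values up to 0.60. edgeR's exact test under 3 scalings called 9 of the 11. Adjusted over the list alone, 13 of the 23 listed miRNAs that the paper names at 6 hpi passed the threshold, against 3 adjusted over all 317, and the first is not independent evidence since the list was chosen on these libraries. Over all 317 miRNAs the groups did not overlap for 89 (28.1%), against 10% by chance. limma with array weights moved the count of 6 hpi most, from 3 to 20. All 3 infected libraries were on the second flow cell and all 3 controls on the first. With the flow cell in the fit 0 miRNAs were called at 6 hpi, and 20 had an unadjusted p under 0.05. The log2 fold change of bta-let-7d was then 0.40 (SE 0.17) and that of bta-mir-200c -0.01 (SE 0.14). Those of bta-mir-210, bta-mir-128-1 and bta-mir-128-2 also changed sign, to -0.03, -0.63 and -0.62. This fit rests on 1 infected 1 hpi library of the second flow cell, and the median SE rose from 0.26 to 0.45.

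**Figure D3:**
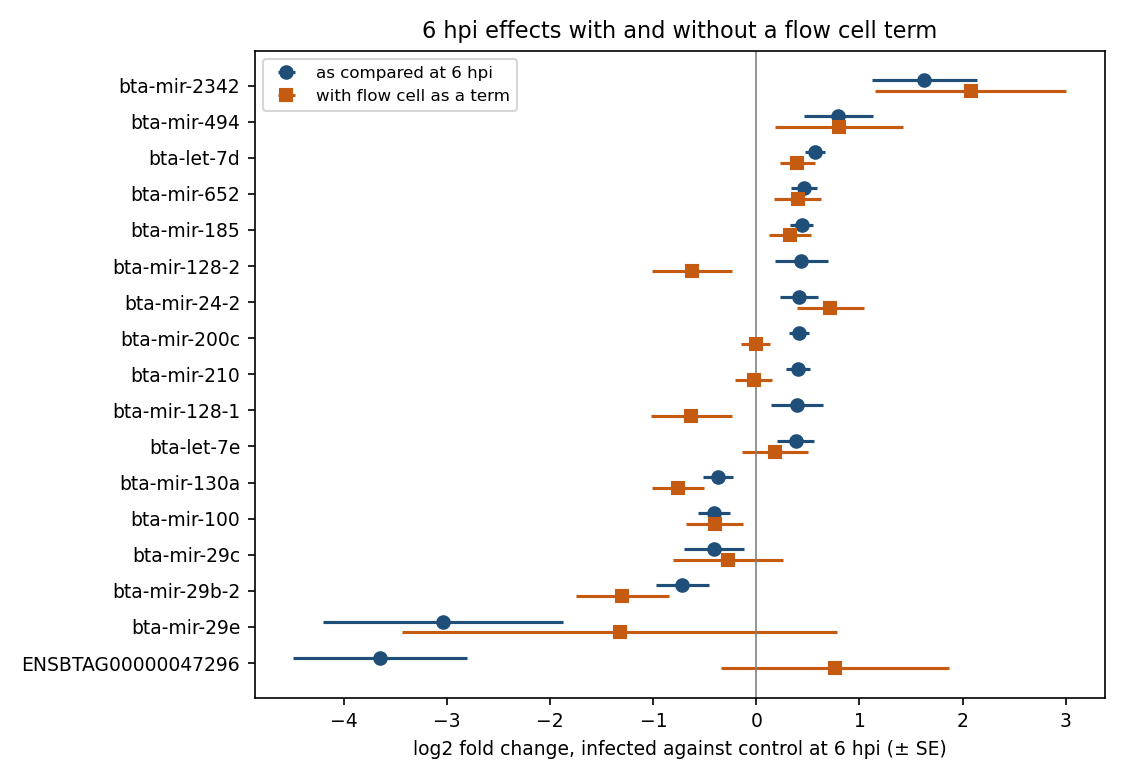
log2 fold changes at 6 hpi with their SE for the 17 listed miRNAs that the paper calls at 6 hpi, as compared directly (circles) and with the flow cell as a term (squares). Of the 17 effects, 12 keep their sign with the flow cell as a term.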

**Figure 4:**
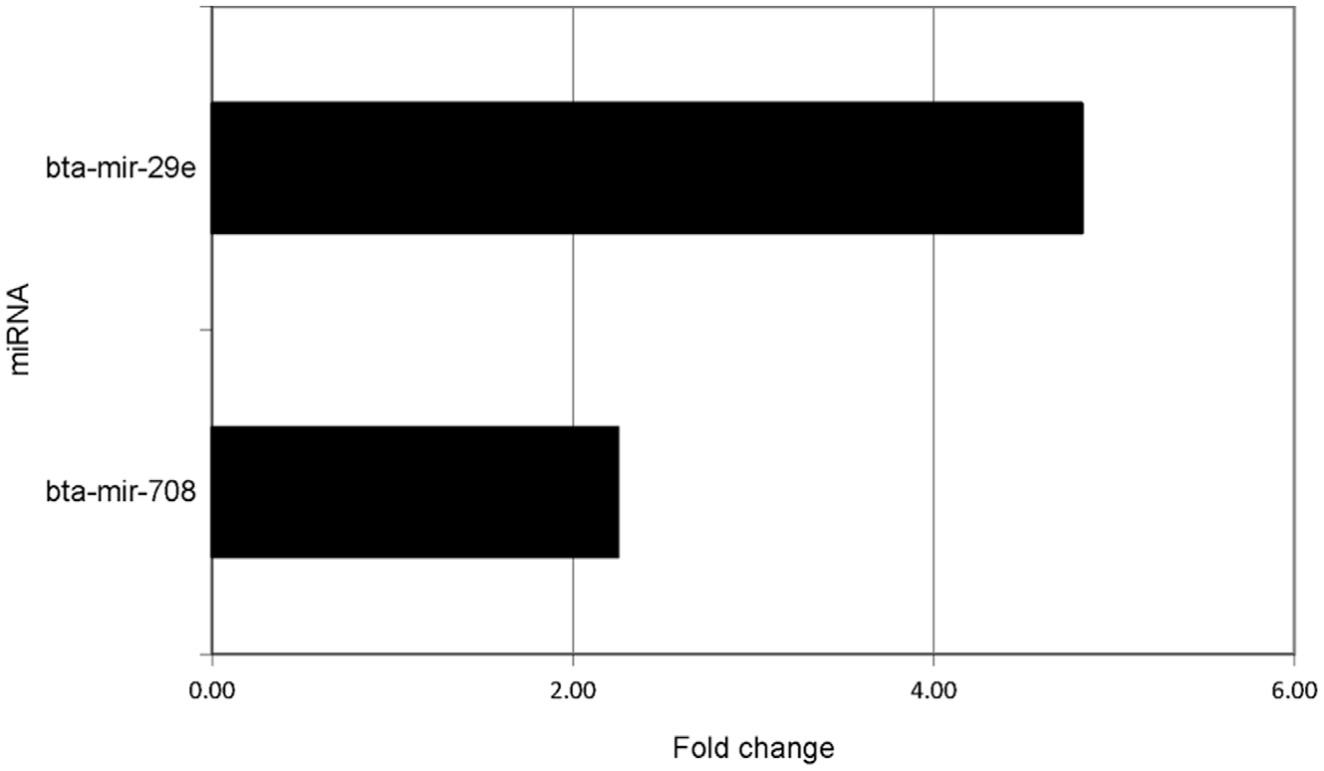
Differentially expressed miRNAs at 2 hours post-infection (hpi).

**Figure 5:**
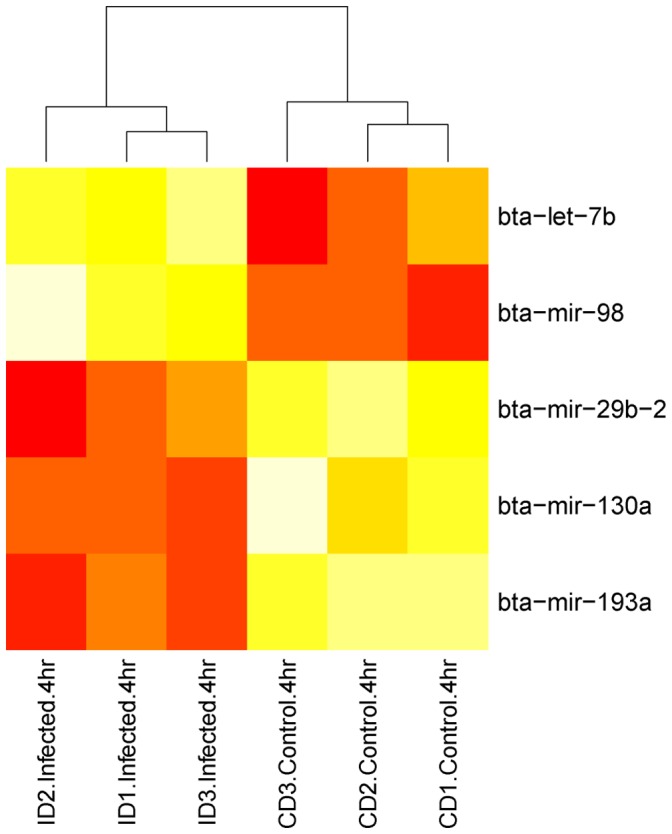
Heatmap of miRNA expression (tpm) across infected and control replicates for each 4 hpi differentially expressed miRNA. The more red the color the more highly expressed that miRNA is. The heatmap was generated using the R v2.14.1 heatmap package.

**Figure 6:**
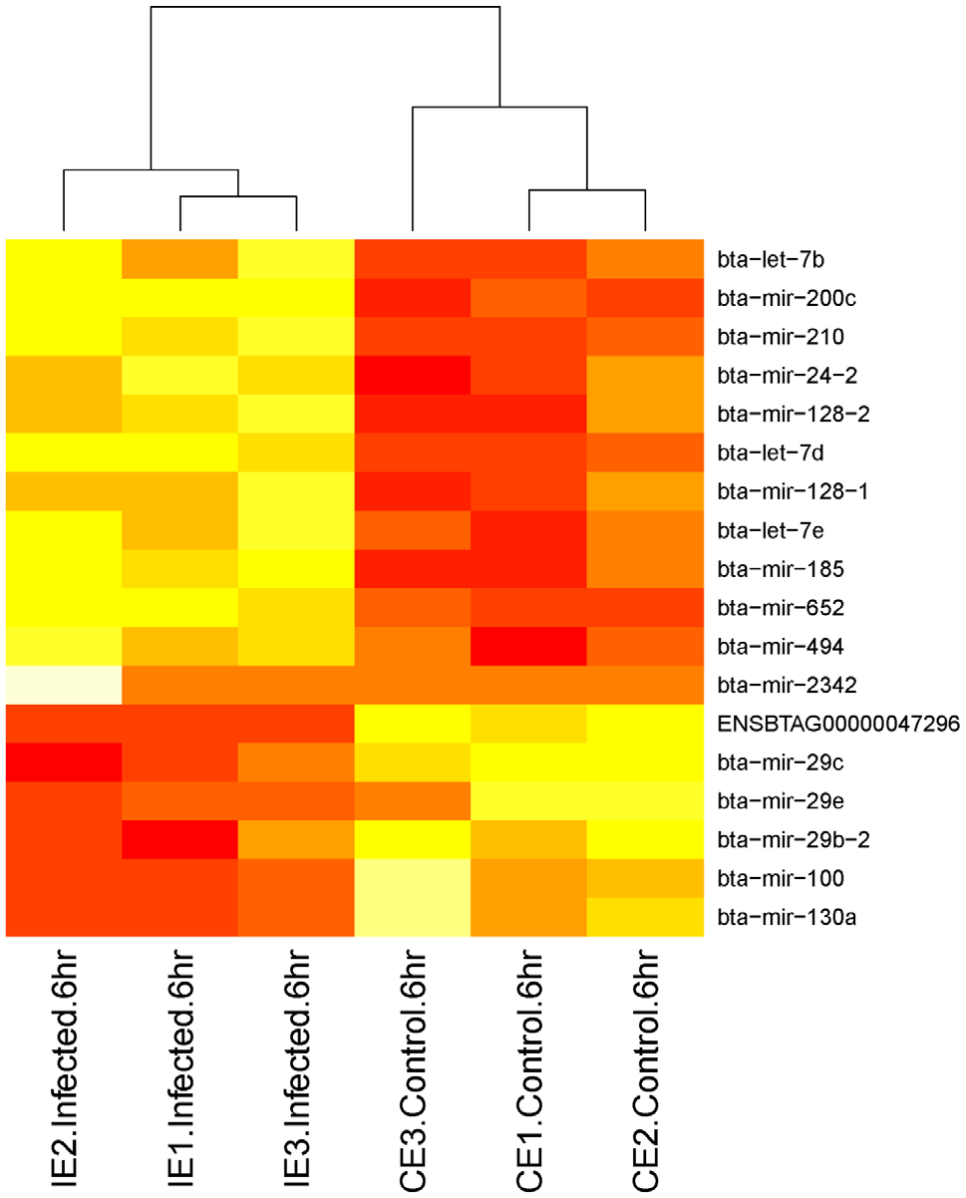
Heatmap of miRNA expression (tpm) across infected and control replicates for each 6 hpi differentially expressed miRNA. The more red the color the more highly expressed that miRNA is. The heatmap was generated using the R v2.14.1 heatmap package.

Seven different miRNAs were identified as down-regulated in response to the *S. uberis* challenge. No miRNAs were down-regulated at 1 or 2 hpi. 

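limma called 0 miRNAs lower in infected cells at 1 and at 2 hpi, and so did the other tests and scalings tried. At 2 hpi, 30 miRNAs had an unadjusted p under 0.05, and the groups of 3 did not overlap for 33 miRNAs (10.4%).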

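At 4 hpi bta-mir-29b-2 had 241 ± 33.6 CPM in infected and 347 ± 21.0 CPM in control libraries, bta-mir-193a 1871 ± 105 CPM against 2553 ± 82.9 CPM and bta-mir-130a 979 ± 30.9 CPM against 1280 ± 120 CPM (SD, n = 3 each). Their log2 fold changes were -0.54 (SE 0.26), -0.45 (SE 0.19) and -0.38 (SE 0.15), with adjusted p-values between 0.55 and 0.71 from limma. All 3 were lower in every infected library than in every control library, and limma on the 6 libraries of 4 hpi alone called all 3. With lanes balanced at this time point, flow cell and lane in the fit left the effects unchanged.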

At 4 hpi, bta-miR-29b-2, bta-miR-193a, and bta-miR-130a were down-regulated. At 6 hpi, bta-miR-29b-2, bta-miR-29c, bta-miR-29e, bta-miR-100, bta-miR-130a and Ensembl predicted miRNA ENSBTAG00000047296, were down-regulated. 

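At 6 hpi ENSBTAG00000047296 had 0.873 ± 0.511 CPM in infected and 16.1 ± 3.68 CPM in control libraries (SD, n = 3 each), with a log2 fold change of -3.65 (SE 0.84, adjusted p = 0.036 from limma), and it passed the threshold with 0 of the 6 libraries left out. Replicate 3 of the infected 1 hpi libraries, also on the second flow cell, had 0.919 CPM, and with the flow cell in the fit the log2 fold change was 0.76 (SE 1.11). Within the first flow cell its values also followed the lane, from 3.16 to 7.19 CPM in the 6 libraries of lane 4 and from 11.8 to 32.4 CPM in the 14 of lanes 6 and 7, which hold all 3 controls of 6 hpi. bta-mir-29b-2 had a log2 fold change of -0.72 (SE 0.26), bta-mir-100 of -0.41 (SE 0.15), bta-mir-130a of -0.37 (SE 0.15) and bta-mir-29c of -0.41 (SE 0.29), with adjusted p-values between 0.33 and 0.66. With the flow cell in the fit these were -1.30, -0.41, -0.76 and -0.27. bta-mir-29c also differed between lanes of the first flow cell, with a mean of 303 CPM on lane 4 and 175 CPM on lane 6. All 6 miRNAs were lower in every infected library than in every control library. edgeR's exact test under 3 scalings called all 6.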

Two miRNAs, bta-miR-29b-2 and bta-miR-130a were down-regulated at both 4 and 6 hpi. Additionally, bta-miR-15a, bta-miR-17, bta-miR-26a-2, bta-miR-29a, bta-miR-29b-1, and bta-miR-193a were identified as down-regulated in the normalised data (both methods), but not in the un-normalised data. 

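The difference between the effects at 4 and 6 hpi was -0.18 (SE 0.36) for bta-mir-29b-2 and 0.01 (SE 0.21) for bta-mir-130a on the log2 scale, with adjusted p = 0.78 and 0.96 from limma over the 5 such comparisons. With flow cell and lane in the fit it was -0.78 (SE 0.50) and -0.41 (SE 0.28), adjusted p = 0.20 for both.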

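In the unscaled CPM the 6 miRNAs were lower in infected cells at 6 hpi, with log2 fold changes from -0.49 for bta-mir-26a-2 to -0.15 for bta-mir-15a and adjusted p-values between 0.35 and 0.83 from limma. limma with TMM or upper quartile scaling called 0 of the 6. DESeq2, which scales by the median of ratios, called bta-mir-15a and bta-mir-26a-2, and limma with array weights called bta-mir-26a-2. edgeR's exact test called bta-mir-17, bta-mir-26a-2, bta-mir-29a and bta-mir-29b-1 with TMM, and 0 of the 6 with the upper quartile or without scaling. The infected libraries lay below all controls for 5 of the 6. With the flow cell in the fit the log2 fold change of bta-mir-29a was 0.13, a change of sign.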

Fold changes in expression for miRNAs that are differentially expressed at 4 and 6 hpi are shown in Figure S2 and S3.

These results indicate that there are rapid temporal changes in the expression of miRNAs in response to a Gram-positive infection, with different miRNA repertoires being identified as differentially expressed at time-points that are 2 hours apart.

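Whether the infection effect differed between time points was tested with an F test of the effects at 2, 4 and 6 hpi against that at 1 hpi. limma gave 2 of 317 miRNAs, bta-mir-708 (adjusted p = 0.0093) and bta-let-7d (adjusted p = 0.034), and 23 had an unadjusted p under 0.05. The log2 fold changes of bta-mir-708 were -0.16, 1.46, 0.63 and -0.02 at 1, 2, 4 and 6 hpi (SE 0.21 each), and those of bta-let-7d were 0.20, -0.19, 0.14 and 0.57 (SE 0.10 each). With flow cell and lane in the fit 0 miRNAs passed, with adjusted p = 0.055 for bta-mir-708 and 0.47 for bta-let-7d. The effect of bta-mir-29e at 6 hpi minus that at 2 hpi was -4.71 (SE 1.65, adjusted p = 0.021 over the 5 comparisons between time points and 0.37 over all miRNAs), and -1.35 (SE 0.61, adjusted p = 0.095 over the 5 comparisons) with flow cell and lane in the fit, past the threshold no longer. Averaged over the 4 time points, 1 miRNA was called, bta-mir-708, with a log2 fold change of 0.48 (SE 0.10, adjusted p = 0.033), though its effect had the same sign at 2 time points only. With flow cell and lane in the fit its adjusted p was 0.19, and TMM scaling left 0 calls as well (39 at an unadjusted p under 0.05). The effect of bta-mir-708 at 4 hpi minus that at 2 hpi was -0.84 (SE 0.29). Its adjusted p from limma was 0.021 over the 5 comparisons and 0.29 over all miRNAs. With flow cell and lane in the fit this difference was -0.77 (SE 0.28, adjusted p = 0.061 over the 5 comparisons). Between 4 and 6 hpi, bta-mir-29b-2, bta-mir-130a and bta-mir-193a had adjusted p-values from 0.48 to 0.96 without these terms. The 5 comparisons cover miRNAs that the paper names at more than 1 time point. That list was chosen on these libraries, so p-values adjusted over it are not independent evidence. From the different sets of miRNAs called at time points 2 hours apart, the paper infers rapid changes of miRNA expression over time after infection.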

### The miRNA Response to the Gram-positive *S. uberis* is Markedly Different to the LPS miRNA Response

To date, many immune-relevant miRNAs have been identified as part of the host response to lipopolysaccharide (LPS) stimulation [47], [48], which is frequently used to mimic a Gram-negative bacterial infection. We have completed a literature survey and identified over 145 miRNAs that have been shown to be differentially expressed in response to LPS across multiple different species and tissues (Table S4). 

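The 197 entries of Table S4 reduce to 143 distinct names once species and arm are removed. Of these, 62 matched a bovine miRNA with a mean above 1 CPM over the 12 controls, with copies of a gene counted together, and 81 did not. The count without a match above 1 CPM was 81 or 82 under each other average tried. Names were known only for the miRNAs listed in Table S3, nearly all of them above 1 CPM. All 62 survey names with a listed miRNA passed, so the 81 are the names not listed there. The count was thus nearly fixed in advance and is no separate test of expression.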

Eighty-four of the 145 LPS inducible miRNAs were found not be expressed above 1 tpm in BMEs. Of the 21 miRNAs that we identified as being differentially expressed in response to the Gram-positive *S. uberis*, only 9 of these (bta-let-7d, bta-let-7b, bta-mir-98, bta-miR-100, bta-mir-130a, bta-miR-193a, bta-miR-210, bta-miR-494, bta-miR-652) have also been reported to be differentially expressed in response to LPS in other species. Furthermore, 5 of these 9 (bta-miR-98, bta-miR-100, bta-miR-193a, bta-miR-210, bta-miR-494) show an inverse response to *S. uberis* infection in comparison to LPS. 

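Of the 20 called miRNAs of the paper that are listed in Table S3, 9 have a name in Table S4. They are bta-let-7d, bta-mir-98, bta-mir-100, bta-mir-130a, bta-mir-193a, bta-mir-210, bta-mir-494, bta-mir-652 and bta-mir-29b-2. The 9 of the paper hold bta-let-7b, which could not be matched here, and not bta-mir-29b-2. The equal counts thus come from different sets. Of the 297 other tested miRNAs, 59 have a name in Table S4, which gives an odds ratio of 3.30 (two-sided Fisher's exact test, p = 0.020). Only 267 of the 317 have a name that could match, and among these the odds ratio was 2.88 (exact p = 0.030). Among the 183 miRNAs with a mean above 10 CPM it was 2.11 (exact p = 0.13). Both backgrounds were tried after the values had been seen. Of the 6 miRNAs called by limma at any time point, 1 was in the survey (bta-let-7d), against 67 of the 311 others (odds ratio 0.73, Fisher's exact test, p = 1.0).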

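Of the 9 miRNAs with a name in Table S4, 5 changed in infected cells in the direction opposite to that listed there. The other 4, bta-mir-29b-2 among them, changed in the same direction. For bta-mir-210, 1 of the 5, the sign turns with the flow cell in the fit, so its place in this count is open. bta-mir-494 was higher at 6 hpi, with 12.7 ± 2.28 CPM in infected and 7.26 ± 2.07 CPM in control libraries (SD, n = 3 each) and a log2 fold change of 0.80 (SE 0.34, adjusted p = 0.36 from limma). bta-mir-210 had a log2 fold change of 0.40 (SE 0.12, adjusted p = 0.11) at 6 hpi. bta-mir-100 had 988 ± 36.4 CPM in infected and 1325 ± 212 CPM in control libraries at 6 hpi (SD, n = 3 each). Directions in the survey come from other cells and species.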

Most notably, bta-miR-100 and bta-miR-494, which were previously identified as up- and down-regulated, respectively, in mouse lung 6h post-stimulation with LPS, showed the inverse response at the same time-point in response to *S. uberis* infection [49], [50]. This would suggest that the miRNA response to Gram-positive bacteria may be markedly different to Gram-negative.

### Predicted Targets of Down-regulated miRNAs are Enriched for Genes with a Role in Innate Immunity

Target genes that are potentially regulated by differentially expressed miRNAs in response to *S. uberis* infection at 2, 4 and 6 hpi were predicted using two computational approaches, miRanda [33], [51] and TargetScan [34], [35], [36]. Given the high false positive rates for miRNA target prediction, we identified only those potential target genes that were predicted by both methods (Table 2). Target genes that were not corroborated by one of the two methods were discarded. In total 1,417 unique genes were predicted to be targeted by differentially expressed miRNAs (Table S5). This resulted in 2,491 miRNA-target interactions; 477 of these were targeted by down-regulated miRNAs; 1,921 were targeted by up-regulated miRNAs; and 93 were targeted by both up and down-regulated miRNAs. Because of the difficulties in accurately predicting miRNA targets, it is more appropriate to examine whether broad functional categories of genes are statistically over-represented among predicted target genes, rather than focusing on individual gene predictions. Statistical analysis (Hypergeometric test) revealed that the predicted target genes of down-regulated miRNAs at 4 and 6 hpi were significantly enriched (P = 0.01) in genes annotated by www.innatedb.com [38] as having a role in innate immunity (Figure 7). The predicted target genes of up-regulated miRNAs were not enriched for a role in innate immunity suggesting that up and down-regulated miRNAs target different processes in response to *S. uberis* infection.

**Figure 7:**
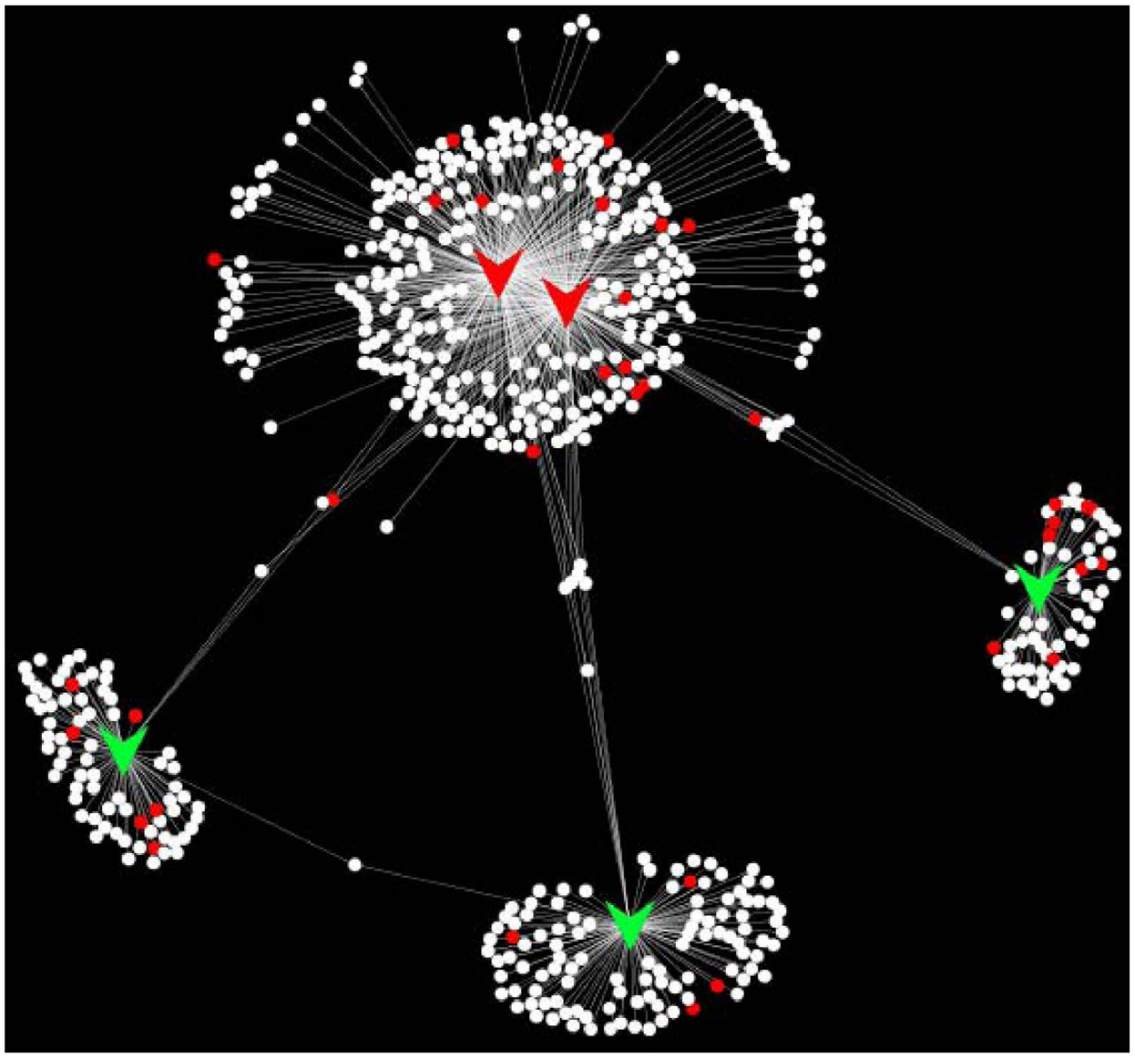
A network of miRNAs (arrow shapes) that were identified as being differentially expressed in BMEs at 4 hours post-infection with *S. uberis* and their predicted target genes (circles). Red arrow shapes represent up-regulated miRNAs at 4 hpi; green down-regulated. Red circles represent target genes that are annotated by www.innatedb.com as having a role in innate immunity. The network was constructed and visualised in Cytoscape v2.8.2. [69].

**Table 2:** miRNA target predictions by miRanda and TargetScan and their intersect.

Name	MiRanda Targets(default)	TargetScan = (PCT>0.9)	TargetScan = (Quantile>0.9)	Number ofIntersectingTargets
bta-let-7b	6377	576	58	311
bta-let-7d	5637	576	53	290
bta-let-7e	5447	576	60	280
bta-mir-98	5095	576	58	274
bta-mir-185	5696	0	338	177
bta-mir-494	2952	0	336	151
bta-mir-200c	3362	74	201	123
bta-mir-29c	5131	179	76	115
bta-mir-29b-2	5394	179	76	114
ENSBTAG00000047296	5523	0	204	108
bta-mir-29e	5488	0	174	93
bta-mir-708	6414	0	179	84
bta-mir-210	4012	0	206	83
bta-mir-193a	3337	0	160	76
bta-mir-130a	2630	87	76	63
bta-mir-24-2	2157	0	107	45
bta-mir-2342	4296	0	64	37
bta-mir-128-2	4266	83	0	33
bta-mir-128-1	4266	83	0	33
bta-mir-100	946	0	13	1
bta-mir-652	0	0	0	0

Pathway analysis of the predicted gene targets of up-regulated miRNAs (at 4 and 6 hpi), revealed that pathways which have been previously implicated in mastitis are statistically enriched among the predicted gene targets of up-regulated miRNAs (Table 3). These pathways include MAPK signalling; Cytokine-Cytokine Receptor Signalling and the JAK-STAT Signalling Pathway. The MAPK signalling pathway, for instance, has been identified as one of the top canonical pathways highlighted in a microarray study examining the bovine mammary tissue response to mastitis, 20 hpi with *S. uberis* [52]. Many of the other pathways that we identified as statistically enriched among the predicted gene targets of up-regulated miRNAs were also highlighted as significant in this previous microarray study.

**Table 3:** Pathway analysis of the predicted target genes of up-regulated miRNAs 4 and 6 hours post-infection.

KEGG Pathway	FDR 4 hpi	FDR 6 hpi
MAPK signalling pathway	4.15E-33	2.79E−21
Cytokine-cytokine receptor interaction	4.71E-08	1.96E−32
Axon guidance	ns	3.35E−11
Calcium signalling pathway	ns	1.15E−06
MTOR signalling pathway	ns	1.36E−06
Colorectal cancer	ns	1.81E−06
Insulin signalling pathway	ns	3.69E−06
Jak-STAT signalling pathway	ns	3.56E−05
Fatty acid biosynthesis	ns	4.86E−05

* FDR = false discovery rate.

* hpi = hours post-infection.

Taken together, these analyses strongly suggest that miRNAs that are differentially expressed during infection of BMEs with *S. uberis* are key regulators of the host response to this pathogen.

### MicroRNA isomiRs

MicroRNA isomiRs are heterogeneous variants of canonical miRNA species, which are, increasingly, being suggested to be of functional importance [53]. It has been suggested that these miRNA variants can be cell type specific, have functional differences, and vary in their response to biological stimuli [54]. Evidence suggests that although isomiRs show similar expression patterns to their equivalent canonical miRNA, their targets can vary [55]. Deletions at both the 5′ and 3′ end of isomiRs may change the specificity of the seed binding region effecting miRNA function.

We have found that the expression of isomiRs was common for the majority of BME expressed miRNAs (Table 4). 100 known miRNAs were found to have at least one isomiR expressed at a level of >100 reads and more than 1,000 different isomiRs were identified. Notably, in 40% of cases at least one isomiR was more highly expressed than the miRbase consensus sequence, suggesting that the isomiR should in fact be annotated as the consensus. On further examination, we found that isomiR ‘nibbling’ was 1.4 more times likely than post-transcriptional additions and isomiR editing was 2.3 times more likely to be 3′ modified than 5′ modified, agreeing with current literature [54]. That said, almost 40% of isomiRs were 5′ modified, potentially impacting on which targets they regulate, though the majority of 5′ modified isomiRs were expressed at low levels. Further work is required to determine whether isomiRs have a functional role in response to infection.

**Table 4:** Analysis of isomiR heterogeneity across 24 miRNAseq samples.

Sample	# miRs withisomiRs*	# isomiRs	# longer than consensus	# shorter than consensus	# 5′ modified	# 3′ modified	# cases where isomiR expressed morehighly than consensus
1 hour control (replicate 1)	78	592	185	276	213	494	30
1 hour control (replicate 2)	108	1159	354	520	437	948	42
1 hour control (replicate 3)	95	818	242	372	260	694	36
1 hour infected (replicate 1)	103	1148	355	514	442	936	39
1 hour infected (replicate 2)	94	810	233	378	269	682	34
1 hour infected (replicate 3)	52	341	111	167	97	309	21
2 hour control (replicate 1)	104	1114	341	515	426	922	41
2 hour control (replicate 2)	94	999	307	460	390	828	40
2 hour control (replicate 3)	92	876	256	416	280	753	37
2 hour infected (replicate 1)	98	1075	321	513	437	881	37
2 hour infected (replicate 2)	91	870	259	418	346	713	40
2 hour infected (replicate 3)	91	829	249	366	297	676	37
1 hour infected (replicate 1)	114	1165	362	526	478	945	41
1 hour infected (replicate 2)	101	1086	310	482	411	879	39
1 hour infected (replicate 3)	141	1629	572	651	549	1341	59
2 hour control (replicate 1)	98	1048	314	446	343	867	37
2 hour control (replicate 2)	100	1008	313	467	410	824	32
2 hour control (replicate 3)	91	899	269	406	338	738	43
2 hour infected (replicate 1)	96	1056	321	495	419	881	40
2 hour infected (replicate 2)	97	1002	307	459	349	851	39
2 hour infected (replicate 3)	102	1062	330	504	441	881	38
4 hour control (replicate 1)	120	1245	448	533	397	1070	51
4 hour control (replicate 2)	119	1165	408	510	371	998	52
4 hour control (replicate 3)	137	1796	633	723	597	1500	63

* Only isomiRs present at >100 reads are shown.

### Novel miRNA Discovery

In addition to profiling the expression of known miRNAs, miRNAseq data can also be used to identify the expression of potentially novel miRNAs. To do this, miRNAseq data from this study was analysed using the software package, miRDeep2 [32]. We identified 21 high-confidence, putatively novel, bovine miRNAs that were independently predicted in multiple BME miRNAseq datasets (Table 5). Homology searching of the miRBase database (v 19) [3] using BLAST [56] identified that 2 of the novel miRNAs had 100% identity to known miRNAs in other species, ssc-miR-664-3p (pig) and hsa-miR-219-1 (human). Additionally 5 of the novel bovine miRNAs had significant homology with the bta-mir-2285 family. The bta-mir-2285 family has over 40 members spanning the entire bovine genome, [20]. Two additional novel miRNAs showed homology to the bta-mir-2284 family. The remaining miRNAs did not show significant homology to other known miRNAs in other species. However, given the very high read counts observed for several of these predicted miRNAs, and the fact that were independently predicted in multiple different samples, it would suggest that many of these predictions represent true novel bovine miRNAs.

**Table 5:** Putative novel bovine miRNAs discovered through miRDeep2 analysis of miRNAseq data from 24 bovine primary mammary epithelial cell samples.

Name *	Mature Sequence Best miRBase BLAST Hit(e-value <1)	# Samples miRNAis Predicted in	Mature Tag Count **	Predicted Mature Sequence
bta-mir-6537	N/A	7	272,924	gugggacgcgugcguuuu
bta-mir-6538	N/A	22	22,094	auagccaguuggggaagaaugc
bta-mir-6539	N/A	20	9,687	acgcaauucuucaaaaucuuagc
bta-mir-6540	N/A	16	2,840	aaaaacuggcagcuucauguaa
bta-mir-2285i-1	bta-miR-2285i	13	2,241	aaaacuggaacgaacuuuugggc
bta-mir-2285f-3	bta-miR-2285f	18	2,202	aaaaccugaaugaacuucuugg
bta-mir-2284z-8	bta-miR-2284z	15	2,013	uaaaaguuugguuggguuuuu
bta-mir-664b	ssc-miR-664-3p	20	1,736	uauucauuuaucucccagccuac
bta-mir-6541	N/A	8	1,501	uggagcggcugcacagagcgu
bta-mir-2285c-1	bta-miR-2285c	14	694	aaaaccugaagagacuuuuugg
bta-mir-6542	N/A	13	693	ugcuaccuagucugagugaguga
bta-mir-6544	N/A	18	332	uggugcucccuggagcugagc
bta-mir-6516	gga-miR-6516-5p	7	242	uuugcaguaacaggugugaac
bta-mir-219-1	hsa-miR-219-1-3p	3	173	agaguugagucuggacgucccg
bta-mir-6545	N/A	3	121	auggacugucaccugaggagc
bta-mir-2285m-6	bta-miR-2285m	2	107	aaaacccaaaugaacuuuuugg
bta-mir-2284b-1	bta-miR-2284b	5	86	aaauguucgcuuggcuuuuucc
bta-mir-2285f-4	bta-miR-2285f	2	64	agaaaguucauuuagguuuuuc
bta-mir-6546	N/A	4	52	cuuccucuuccgguuggcaga
bta-mir-6547	N/A	3	29	auucuccauuggauauaauagu
bta-mir-6643	gga-miR-6643-5p	2	21	cagggagggcaggggaggg

* Bovine miRNA names for the novel miRNAs have been assigned according to miRBase nomenclature rules.

** The number of reads aligning the mature miRNA.

## Discussion

In this study, we have used a next generation sequencing approach to profile the expression of bovine miRNAs at multiple time-points in primary bovine mammary epithelial cells (BMEs) infected *in vitro* with *S. uberis*, a causative agent of bovine mastitis. In comparison to previous NGS studies investigating the host miRNA response to infection, we have sequenced un-pooled miRNA libraries to a previously unprecedented sequencing depth from multiple replicates and controls across multiple time-points, allowing us to explore statistically significant temporal changes in miRNA expression in response to infection. Analysing over 450 million sequencing reads, we found that approximately 20% of known bovine miRNAs are expressed in BMEs. A similar diversity of miRNA expression has also been recently reported in other tissues, including bovine retinal microvascular endothelial cells (RMECs) [20] and in testicular and ovarian tissues [18]. As has also been reported in other studies, there is a significant dynamic range in the expression of known miRNAs in BMEs. A few miRNAs are expressed at very high levels, with the majority being expressed at low levels. The top 10 most highly expressed miRNAs account for >80% of all aligned reads and are highly conserved across species. Whether or not the other more lowly expressed miRNAs play a significant biological role remains an open question.

We have also found that the expression of isomiRs was common for many of the BME expressed miRNAs. Most significantly, in 40% of cases, at least one isomiR was more highly expressed than the miRbase consensus sequence, indicating that studies such as ours can also be used to improve miRNA annotation. In particular, changes to the 5′ of the consensus sequence could lead to dramatically different target genes being computationally predicted. We identified a large number of 5′ isomiRs although they were mostly expressed at low levels.

In addition to profiling known miRNAs, we have also analysed the sequencing data to identify potentially novel bovine miRNAs. Twenty-one high-confidence, putatively novel, bovine miRNAs were identified independently across multiple different samples. The mature sequences of two of the novel miRNAs were 100% identical to known miRNAs in other species. Seven of the other predicted miRNAs exhibited significant homology to two bovine miRNA families, bta-mir-2284 and bta-mir-2285.

Few studies have previously investigated temporal changes in global miRNA expression using an NGS approach [57], although several have used microarray technology [58], [59], [60], [61]. Thus far, many immune-relevant miRNAs have been identified as part of the host response to LPS stimulation [47], [48]. We completed a literature survey and identified more than 145 miRNAs across multiple different species and tissues that have been shown to be LPS responsive. In our study, the miRNA response to the Gram-positive *S. uberis* was markedly different to the reported LPS miRNA response. Over the 6 hour time-course, we identified 21 known bovine miRNAs as significantly differentially expressed in response to the *S. uberis* challenge. Only 9 of these miRNAs have also been reported to be differentially expressed in response to LPS. For those in common, an inverse pattern of expression was observed in 5 of the 9 cases suggesting that the miRNA response to Gram-positive bacteria may be markedly different to Gram-negative. Further global studies of the miRNA response to Gram-positive and Gram-negative bacteria in the same tissue at the same time-points will be required to confirm this.

It is notable that we found most miRNAs were differentially expressed at different time-points post-infection, suggesting that miRNAs exhibit rapid dynamics in their temporal expression. It is also notable that the majority of miRNAs that we report as being differentially expressed exhibit relatively subtle changes in gene expression in response to infection. This subtle change in expression is in line with existing literature and strengthens the hypothesis that miRNAs are fine-tuners of gene expression [48], [62]. For example, miR-let-7d, miR-652 and miR-494 demonstrated similar levels of differential expression 6 hours post LTA stimulation in mouse tissues [50].

Computational analysis revealed that the predicted target genes of *S. uberis* down-regulated miRNAs were statistically enriched for roles in innate immunity. This would suggest that these miRNAs may significantly regulate the sentinel capacity of mammary epithelial cells to mobilise the innate immune system [63]. Pathway analysis of the predicted targets of up-regulated miRNAs has also identified the statistical over-representation of several pathways previously implicated in the host response to mastitis, such as the MAPK, JAK-STAT and other cytokine signaling pathways. Furthermore, several of the differentially expressed miRNAs have been shown to have roles in the immune systems of other species. For example, bta-let-7 miRNAs were up-regulated at both 4 and 6 hours post-infection with *S. uberis*. The let-7 family has been extensively described in the literature for having a role in immunity. The down-regulation of let-7 family members, for example, was shown to promote expression of IL-10 and IL-6 in HeLa cells infected with *Salmonella enterica* serovar Typhimurium [64]. The observed up-regulation of let-7 miRNAs in our study may lead to the repression of anti-inflammatory cytokines to promote innate immunity.

We also report the down-regulation of two other miRNAs, bta-miR-29b-2 and bta-miR-130a, both of which have known roles in immunity and infection in other species. miR-29a/miR-29b down-regulation has been demonstrated to facilitate IFN-γ up-regulation in NK cells and T_H_1 cells [65], [66]. IFN- γ is well known as an innate inflammatory mediator and its secretion promotes host resistance against viral and intracellular bacteria. Furthermore, IFN-γ mRNA expression has been demonstrated in human mammary epithelial cells [67], suggesting that this may be a relevant target in our model. LPS induced TNF-α expression in neonatal and adult monocytes has been shown to be greatly suppressed by the induction of miR-130a [68]. Taken together, the evidence strongly suggests that the differentially expressed miRNAs identified in this study are likely central regulators of the innate immune response to *S. uberis* and thus represent potential therapeutic targets or novel biomarkers of infection and inflammation.

## Supporting Information

Figure S1 **Read coverage along chromosome 26 (25 nt windows).** The higher the read density the darker the red colour. Green regions represent positions where the read density is < 5 reads, Grey = no reads.
(TIF) Click here for additional data file.

Figure S2 **Fold changes of differentially expressed miRNAs at 4 hours post-infection (hpi).**
(TIF) Click here for additional data file.

Figure S3 **Fold changes of differentially expressed miRNAs at 6 hours post-infection (hpi).**
(TIF) Click here for additional data file.

Table S1 **Summary read statistics, barcodes and adaptor sequences for each mammary epithelial cell miRNAseq library.**
(XLS) Click here for additional data file.

Table S2 **RNA integrity, quantity, 28S/18S ratio, and miRNA quantity for each of the 24 samples.**
(XLS) Click here for additional data file.

Table S3 **miRNAs that are expressed at ≥1 tag per million in bovine mammary epithelial cells.**
(XLS) Click here for additional data file.

Table S4 **Summary of lipopolysaccharide (LPS) responsive microRNAs.** 145 miRNAs that have been identified as being differentially expressed in response to LPS across multiple different species and tissues.
(XLSX) Click here for additional data file.

Table S5 **Genes predicted to be targeted by differentially expressed miRNAs.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

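Small RNA from bovine mammary epithelial cells was sequenced in 24 libraries, 3 infected with *S. uberis* 0140J and 3 uninfected at each of 4 time points (1, 2, 4 and 6 hpi). The sample labels name the 3 libraries of a group as technical replicates. The article describes 3 infected replicates and 3 uninfected controls per time point, with RNA extracted from each of the 24 samples. The 3 libraries were therefore treated as 3 replicates. Why the labels call them technical could not be checked. The article describes purchased cells from a single source animal. The p-values and SDs therefore measure the spread between libraries of these cells and not between animals. The authors trimmed adaptors, removed short and low-quality reads, aligned the rest to UMD3.1, kept uniquely aligned reads and counted them on Ensembl miRNA genes. The deposited values are CPM (reads per 1000000 reads on miRNAs). The values of each library sum to 1000000, and whole reads were recovered from them.

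Names were joined to the Ensembl identifiers through the averages of Table S3, which match the mean over all 24 libraries and not that over the 12 controls (0 of 276 matched). A miRNA not listed there (bta-let-7b, bta-mir-150, bta-mir-223 and the copies of bta-mir-9) has no value here. Flow cells and lanes were taken from Table S1. RefSeq annotation of ARS-UCD2.0 was used for the order of miRNA genes only, by name.

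Differential expression was tested with limma 3.58.1 (trended prior) on log2(CPM + 0.5) for 317 miRNAs with at least 1 CPM in at least 3 libraries, in 1 fit of 8 groups with 16 residual degrees of freedom. Each time point was compared, then the mean of the 4 effects and their difference (F test), with p-values adjusted by Benjamini-Hochberg and a threshold of 0.05. Count-based tests were edgeR 4.0.16 (quasi-likelihood with TMM, and the exact test with tagwise dispersions on the 6 libraries of a time point, called under no scaling, TMM and upper quartile together) and DESeq2 1.42.0, all on the recovered reads. The analyses used R 4.3.3 and python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Single measures were compared by exact two-sided permutation tests, where 3 libraries against 3 give no p under 0.1.

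Alternatives set before the data were examined were other pseudocounts, filters and scalings, a block per replicate number, lane and flow cell terms, array weights, the count-based tests, only the 6 libraries of a time point and each library left out in turn. An exact test with the filter within 6 libraries, an exact test with a prior weight of 20 and, for the survey overlap, a named background and narrower backgrounds for the calls of the paper were added after the values had been seen. The miRNAs named are those the paper calls, the 10 most expressed, the inflammation-related ones of its introduction, and up to 5 further called miRNAs per time point whose groups do not overlap.

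The tests were also run on simulated data. In a first version changed miRNAs were drawn from all miRNAs, and limma on unscaled CPM then called many unchanged ones at the largest change. This was put down, without a separate check, to a dominant miRNA among the changed ones, and the draws were restricted to miRNAs below 10000 CPM. Whether changes in dominant miRNAs distort the tests on unscaled CPM was not tested on its own. In the restricted version at 6 hpi limma recovered 14.7%, 56.9% and 86.5% of miRNAs changed by 0.5, 1 and 2 on the log2 scale, and called 0, 2 and 8 unchanged ones. The changed miRNAs were 109 of 317, 116 of 316 and 104 of 311 tested, a share that makes the adjusted threshold easier to pass.

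The sequencing depth sets a floor of 3 reads, which is 4.73 CPM in the shallowest library and 0.217 CPM in the deepest. Replicates differ far beyond counting error, with a chi-square per degree of freedom from 22.7 to 335 over 24 pairs. The discovery of further miRNAs, the isomiRs and the target predictions were not analysed here.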

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

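The lane test of bta-mir-708 and the scaling test of bta-mir-345 and bta-mir-1249 were chosen only after their results had been seen.

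The infection effect of bta-mir-708 differed between time points (F test of limma, adjusted p = 0.0093), being highest at 2 hpi, where it was higher in 3 of 3 infected libraries than in all 3 controls. With each library left out in turn, 0 to 4 miRNAs passed this F test, 0 without infected 2 hpi replicate 3 and 4 without infected 1 hpi replicate 3, and 1 without each of 11 others (control 1 hpi replicate 3, control 2 hpi replicate 1, infected 2 hpi replicates 1 and 2, control 4 hpi replicates 1 and 2, control 6 hpi replicates 2 and 3 and the 3 infected 6 hpi libraries). Relabelling libraries within time points gave as many miRNAs in 4 of 100 draws, the real labels included. With only 100 draws this lies too close to a share of 0.05 to exclude chance for the count of 2, even in the fit without lanes. The relabelling took no account of lane or flow cell. A sequencing lane difference is argued against at 2 hpi by the lane-adjusted log2 fold change of 1.40. With lane in the F test the adjusted p was 0.055, so the difference between time points rests on the fit without lanes. A response to infection that peaks at 2 hpi may explain the pattern, as a hypothesis found and tested on the same data.

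bta-let-7d passed the same F test (adjusted p = 0.034), with its highest effect at 6 hpi, higher in 3 of 3 infected libraries than in all 3 controls. The infected 6 hpi libraries are those of the second flow cell. The infected 1 hpi library sequenced there lay 0.17 above its group mates on the log2 scale, and 1 other library deviated more. Batch and infection cannot be told apart for it, since 1 library carries the whole comparison.

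bta-mir-1249 and bta-mir-345, which the paper does not discuss, were higher at 2 hpi in 3 of 3 infected libraries than in all 3 controls, with log2 fold changes of 0.84 and 0.62. Under TMM the effects fell by at most 0.0609, less than their SE, so scaling by the library total is argued against as the source of the effects, though neither was called under TMM. With 1 of the 6 libraries left out bta-mir-345 stayed called in 1 of 6 cases and bta-mir-1249 in 0. At 2 hpi 2 of 10 splits of the 6 libraries called as many miRNAs, the real one included, and a design of 3 against 3 cannot exclude chance. The other split called 33 and put both lane 7 libraries on 1 side and the lane 6 library on the other, so lanes may enter it. With lane in the fit the real comparison called 3.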

How the results depend on the processing

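The exact tests with the filter within 6 libraries and with a prior weight of 20, and the named background and the narrower backgrounds for the calls of the paper in the survey overlap, were chosen only after the results had been seen.

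At 1 hpi all alternatives gave 0 calls. At 2 hpi the count of 3 fell to 1 (bta-mir-708) with pseudocount 0.1, no filter, TMM, upper quartile, median of ratios, the replicate block, array weights, edgeR quasi-likelihood, DESeq2, the exact test under 3 scalings and the exact test with the filter within 6 libraries, and to 0 with only the 6 libraries (15 at an unadjusted p under 0.05). Leaving out each library gave 1 to 2, and 1 without control replicate 3 or infected replicate 1, 2 or 3. At 4 hpi the count of 0 became 2 with DESeq2, 1 with the exact test, 6 with only the 6 libraries, 3 with the filter within 6 libraries and 1 with a prior weight of 20, and stayed 0 with each library left out (0 to 0). At 6 hpi the count of 3 became 1 with no filter, 5 with at least 10 CPM, 0 with lane and 0 with flow cell (20 at an unadjusted p under 0.05 each), 20 with array weights, 9 with DESeq2, 17 with the exact test, 16 with only the 6 libraries, and 13 with each added exact test. Without any 1 of the 6 libraries it was 1 (1 to 1), bta-let-7d. The causes were not tested.

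The average over time points had 1 call, and 0 with no filter, TMM, median of ratios, the replicate block, lane or flow cell, and 5 with array weights. With each of the 24 libraries left out it ranged from 0 to 3 and was 0 in most cases, 2 without control 2 hpi replicate 1 or 3 or control 4 hpi replicate 1, and 3 without infected 2 hpi replicate 3. The difference between time points had 2 calls, 1 with upper quartile or median of ratios, 0 with the replicate block, lane or flow cell, and 7 with array weights, and ranged from 0 to 4 with each library left out. The cause was not tested. Replicate numbers do not pair the libraries: infected and control residuals correlated between -0.169 and 0.188.

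Calls robust to the 3 scalings were 0, 1, 0 and 2 at 1, 2, 4 and 6 hpi, and 0, 0, 1 and 15 with only the 6 libraries; pseudocount 1 gave 1 at 6 hpi. The odds ratio of the overlap with the survey was 0.73 for the 6 called miRNAs and reversed to 3.30 for the calls of the paper (2.88 among named miRNAs and 2.11 among miRNAs with a mean above 10 CPM) and 1.84 for calls robust to 3 scalings. Of 33 named effects, 27 kept their direction in every alternative. The others reversed at 6 hpi with lane and with flow cell: bta-mir-128-1 to -0.61 and -0.63, bta-mir-128-2 to -0.60 and -0.62, bta-mir-200c to -0.0012 and -0.0084, bta-mir-210 to -0.0258 and -0.025, bta-mir-29a to 0.11 and 0.13, and ENSBTAG00000047296 to 0.78 and 0.76. The counts of expressed miRNAs, the share of the 10 most expressed and the survey miRNAs not above 1 CPM moved by less than 1.5 times in all alternatives. The survey count was nearly fixed in advance, since names were known only for miRNAs listed in Table S3.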

Differences from the paper's values

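The exact tests with the filter within 6 libraries and with a prior weight of 20, and the tests of genomic order, were chosen only after the results had been seen.

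At 6 hpi limma called 2 miRNAs higher where the paper gives 12, its value. Array weights (13), the exact test under 3 scalings (10) and only the 6 libraries (10) fall within 1.5 times of it, and the other alternatives set before the data were examined do not; the exact test with a prior weight of 20, chosen after seeing the values, gave 8, and dropped 9 of the 23 matched calls of the paper. For miRNAs lower at 6 hpi the values are 1 here and 6 in the paper; array weights (7), DESeq2 (6), the exact test (7) and only the 6 libraries (6) come within 1.5 times, and the other alternatives set before the data were examined do not; the exact tests chosen after seeing the values gave 6 (filter within 6 libraries, 8 of the 23 matched calls dropped) and 5 (prior weight of 20, 9 dropped). At 4 hpi 0 miRNAs were called higher, against 2 in the paper, with 22 of any direction at an unadjusted p under 0.05; DESeq2 gave 2, and the other alternatives do not come within 1.5 times. Lower at 4 hpi were 0, against 3 in the paper, and no alternative set before the data were examined came within 1.5 times; only the 6 libraries gave 5, which include the 3 of the paper. The exact test with the filter within 6 libraries, chosen after seeing the values, gave 2 (bta-mir-29b-2 and bta-mir-193a) and dropped 8 of the 23 matched calls of the paper. Over all time points 6 distinct miRNAs were called here and 21 by the paper. Array weights (21), the exact test (18) and only the 6 libraries (18) come within 1.5 times. The others set before the data were examined do not. Both exact tests chosen after seeing the values also come within 1.5 times, dropping 8 and 9 of the 23 matched calls. Closeness was judged by counts and not by which miRNAs were called. The DESeq2 counts, for example, include bta-mir-708 at 4 hpi and bta-mir-15a and bta-mir-26a-2 at 6 hpi, which are outside the 23.

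Of the 23 calls of the paper at a time point that could be matched, 23 had its direction here, and 18 with lane or with flow cell in the fit. limma called 4 of them. More were called with at least 10 CPM (6), DESeq2 (9), array weights (13), the exact test (16) and only the 6 libraries (18), and fewer with TMM, upper quartile, median of ratios, the replicate block or quasi-likelihood (3 each), no filter (2), lane and flow cell (1 each). Pseudocounts of 0.1, 1 and 5 called 4, 4 and 3. Of the exact tests chosen after seeing the values, the filter within 6 libraries called 15, and the prior weight of 20 called 14, with bta-mir-29e at 2 hpi among them. Under only some of its 3 scalings, the exact test set before the data were examined also called bta-mir-29e at 2 hpi (no scaling), bta-mir-98 (TMM), bta-mir-193a (no scaling and TMM) and bta-mir-130a (no scaling) at 4 hpi, and bta-mir-128-1 (no scaling and upper quartile) and bta-mir-494 (no scaling) at 6 hpi. Of the 8 matched calls that the paper makes with normalised data alone, limma called 0, array weights 1 (bta-mir-26a-2 at 6 hpi) and DESeq2 3 (bta-mir-708 at 4 hpi, bta-mir-15a and bta-mir-26a-2 at 6 hpi); the exact test with TMM alone called 5, bta-let-7c at 4 hpi and 4 at 6 hpi (bta-mir-17, bta-mir-26a-2, bta-mir-29a and bta-mir-29b-1). As a ratio of mean CPM, the change at 2 hpi is 4.92 for bta-mir-29e (about 4.8 in Fig. 4, read by eye) and 2.65 for bta-mir-708 (about 2.3 in Fig. 4, read by eye). Without the 1 infected library of lane 6 the ratio of bta-mir-29e is 1.64.

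The paper saw no evidence of a large genomic bias among the miRNAs above 100 tpm. Here 33 neighbouring pairs of miRNA genes had both members above it, against 10.9 ± 2.99 (SD) after permutation among all 1032 miRNA genes and 18.4 ± 3.46 (SD) among the 255 listed ones (p = 0.0001 each, the smallest that can be given). Whether this excess counts as large by the paper's standard is left open. The paper describes 3 sequencing lanes, while Table S1 lists 4 on 2 flow cells. The legends of Figs 5 and 6 make red the colour of high expression, but in the pictures, read by eye, the miRNAs that the text names as higher in infected cells are redder in the controls, and those it names as lower are redder in the infected libraries (bta-mir-2342 in Fig. 6 shows little difference). The values here go the way of the text.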

Other observations

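The tests of bta-mir-29e against lane, of ENSBTAG00000047296, bta-mir-200c and bta-let-7d against flow cell, and of bta-let-7b against bta-mir-3596 were chosen only after the results had been seen. The 4 hpi lane test was replaced after its planned form had been seen to be fixed by the design.

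bta-mir-29e had 211 ± 41.0 CPM (SD, n = 4) in the control libraries of lane 6 and 15.7 ± 4.98 CPM (SD, n = 8) in the other controls, 13.4 times as much (exact permutation p = 0.0040). A lane difference may account for its effects at 2 and 6 hpi, which fell to 0.365 and 0.242 of their size with lane in the fit. Infection as a further part is not excluded.

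At 6 hpi infection and flow cell cannot be told apart for the count of calls. The deviation of the infected 1 hpi library of the second flow cell from its group mates had a Spearman rho of 0.21 with the 6 hpi effects, rank 3 of 18 libraries, and a Pearson r of 0.66, rank 1 of 18, over 183 miRNAs above 10 CPM; the 2 measures rank it differently. For ENSBTAG00000047296 this deviation was -4.41 and for bta-mir-200c 0.42, each beyond that of all 17 other libraries, so a flow cell or preparation difference may explain both. For 12 of the 17 listed miRNAs of the paper the effect kept its sign with the flow cell as a term. Of 10 splits of the 6 libraries 1, the real one, called as many, and 3 against 3 cannot exclude chance.

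At 4 hpi 10 of 10 splits called as many miRNAs as the real one, since it called 0. Each lane holds 1 infected and 1 control library at 4 hpi, so an additive lane difference cancels. The planned test, the ratio of the effect with and without lane, was 1 for all 6 miRNAs by design. It was replaced by the 18 of 18 pairs within lanes that go the way of the paper, which was nearly fixed because these miRNAs do not overlap between groups. Neither value decides about lanes. For the effect averaged over time points 5 of 100 relabellings called as many as the real labels, so chance is not excluded.

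bta-let-7b, named by the paper at 4 and 6 hpi, has no entry in Table S3. Its gene overlaps that of bta-mir-3596 in ARS-UCD2.0, and bta-mir-3596 was the 1 miRNA called higher at both 4 and 6 hpi by the exact test under 3 scalings. A candidate explanation is 1 locus listed under 2 names. The SD of the log2 ratio of bta-let-7i and bta-mir-3596, 0.309, lay at the 61.05 percentile of 190 pairs of highly expressed miRNAs. The median pair had an SD of 0.280, and the ratio itself ranged from 0.815 to 1.92. The ratio was no steadier than that of other pairs. Since its SD lay near the middle of the pairs, it cannot tell whether bta-let-7i and bta-mir-3596 share reads. The overlap of bta-mir-3596 with bta-let-7b was not tested, since bta-let-7b has no value here.

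By the paper's Table S2 the miRNA concentration at 1 hpi was 388.8 ± 70.7 pg/µl in infected and 271.1 ± 43.2 pg/µl in control samples (exact p = 0.2), and at 2 hpi 535.8 ± 158.7 and 738.9 ± 190.0 pg/µl (exact p = 0.3). At 4 hpi it was 715.0 ± 96.1 pg/µl in infected and 211.8 ± 37.2 pg/µl in control samples, and at 6 hpi 220.6 ± 88.0 and 641.9 ± 67.3 pg/µl (SD, n = 3 in each group; exact p = 0.1 at 4 and at 6 hpi, the smallest possible). No explanation was tested.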
